# Multi-omics analysis of glucose-mediated signaling by a moonlighting Gβ protein Asc1/RACK1

**DOI:** 10.1371/journal.pgen.1009640

**Published:** 2021-07-02

**Authors:** Shuang Li, Yuanyuan Li, Blake R. Rushing, Sarah E. Harris, Susan L. McRitchie, Janice C. Jones, Daniel Dominguez, Susan J. Sumner, Henrik G. Dohlman

## Abstract

Heterotrimeric G proteins were originally discovered through efforts to understand the effects of hormones, such as glucagon and epinephrine, on glucose metabolism. On the other hand, many cellular metabolites, including glucose, serve as ligands for G protein-coupled receptors. Here we investigate the consequences of glucose-mediated receptor signaling, and in particular the role of a Gα subunit Gpa2 and a non-canonical Gβ subunit, known as Asc1 in yeast and RACK1 in animals. Asc1/RACK1 is of particular interest because it has multiple, seemingly unrelated, functions in the cell. The existence of such “moonlighting” operations has complicated the determination of phenotype from genotype. Through a comparative analysis of individual gene deletion mutants, and by integrating transcriptomics and metabolomics measurements, we have determined the relative contributions of the Gα and Gβ protein subunits to glucose-initiated processes in yeast. We determined that Gpa2 is primarily involved in regulating carbohydrate metabolism while Asc1 is primarily involved in amino acid metabolism. Both proteins are involved in regulating purine metabolism. Of the two subunits, Gpa2 regulates a greater number of gene transcripts and was particularly important in determining the amplitude of response to glucose addition. We conclude that the two G protein subunits regulate distinct but complementary processes downstream of the glucose-sensing receptor, as well as processes that lead ultimately to changes in cell growth and metabolism.

## Author summary

Despite the societal importance of glucose fermentation in yeast, the mechanisms by which these cells detect and respond to glucose have remained obscure. Glucose detection requires a cell surface receptor coupled to a G protein that is comprised of two subunits, rather than the more typical heterotrimer: an α subunit Gpa2 and the β subunit Asc1 (or RACK1 in humans). Asc1/RACK1 also serves as a subunit of the ribosome, where it regulates the synthesis of proteins involved in glucose fermentation. This manuscript uses global metabolomics and transcriptomics to demonstrate the distinct roles of each G protein subunit in transmitting the glucose signal. Whereas Gpa2 is primarily involved in the metabolism of carbohydrates, Asc1/RACK1 contributes to production of amino acids necessary for protein synthesis and cell division. These findings reveal the initial steps of glucose signaling and several unique and complementary functions of the G protein subunits. More broadly, the integrated approach used here is likely to guide efforts to determine the topology of complex G protein and metabolic signaling networks in humans.

## Introduction

All cells respond to changes in extracellular and environmental conditions, and many of these inputs are detected by receptors coupled to guanine nucleotide-binding proteins (G proteins). While G protein-coupled receptors (GPCRs) have established roles in detecting odors, light, hormones, and neurotransmitters, more recent investigations have uncovered an important role for GPCRs in responding to nutrients and metabolites such as glucose, amino acids, purine nucleotides, and carboxylic acids including fatty acids [1]. GPCR activation leads to the synthesis of chemical second messengers, changes in cell metabolism and transcriptional reprograming. Thus, G proteins act as signal transducers, transmitting a specific extracellular signal to a variety of intracellular second messengers and chemical metabolites. In some cases, the initiating and ensuing signals are one and the same.

The yeast *Saccharomyces cerevisiae* has two G protein signaling systems, one that responds to mating pheromone and another that responds to glucose. These systems do not share components but appear to act in a coordinated fashion; when glucose is limiting, the mating response is delayed until the cells have undergone two complete rounds of cell division [2]. Of these GPCR systems, the pheromone pathway is the best characterized and is typical of those found in humans. A peptide ligand binds to a cell surface receptor, which then activates a heterotrimeric G protein, comprised of an α subunit and a tightly associated βγ subunit dimer. Gα then exchanges GDP for GTP and dissociates from Gβγ. The Gα subunit activates a phosphatidylinositol 3-kinase while Gβγ initiates a mitogen-activated protein kinase (MAPK) cascade [3,4].

The second GPCR pathway responds to glucose [5]. The presumptive glucose receptor (Gpr1) is coupled to a typical Gα (Gpa2) [6–8], but there is no corresponding Gβγ. Rather, Gpa2 appears to assemble with a multifunctional protein known as RACK1 in animals [9] Gib2 in *Cryptococcus neoformans* [10,11], and Asc1 in *Saccharomyces cerevisiae* [12]. Whereas Gpa2 activates adenylyl cyclase, leading to a transient increase in cellular cAMP [13], Asc1 has the opposite effect on cAMP production [12]. It is also common in animal cells that Gα and Gβγ bind to and regulate the same effector enzymes, including adenylyl cyclase, in opposition to one another [14].

While Asc1/RACK1 has characteristics of a Gβ subunit, it also has other important functions in the cell. RACK1 was originally identified as an adaptor for protein kinase C in animals, and was proposed to have a role in kinase-mediated signal transduction [15]. RACK1 has also been demonstrated to interact with several GPCRs and G protein βγ subunits [16–19]. Most prominently, Asc1/RACK1 is part of the 40S subunit of the ribosome [20–25]. In that capacity, Asc1 plays an important role in recruiting quality control systems that diminish frameshifting errors when translation is stalled [26,27]. Moreover, Asc1 regulates a subset of transcripts primarily related to glycolysis, respiration, oxidative stress and fermentation [28]. Thus Asc1 is part of two distinct molecular complexes, one involved in glucose sensing and the other in glucose utilization. While the function of Asc1 in the ribosome has been well characterized, its role as a G protein is largely unexplored.

Here, we sought to determine the role of Asc1, in comparison with Gpa2, to glucose signaling. To gain a better understanding of their relative contributions to cell physiology, we undertook an integrated metabolomics and transcriptomics analysis, comparing the glucose response in mutants that lack the Gα or Gβ subunit. By this approach, one that is largely unprecedented in the GPCR field, we have identified the earliest events leading to glucose fermentation. Our analysis is likely to guide similar efforts to determine the topology of complex G protein and metabolic signaling networks in humans.

## Results

We determined previously that Asc1 binds to Gpa2, that these proteins have opposing effects on adenylyl cyclase activity, and that they act in response to the glucose receptor Gpr1 [12]. Here we sought a deeper understanding of the molecular and cellular consequences of G protein activation. To that end, we undertook a multi-platform investigation, performing untargeted metabolomics and transcriptomics analysis, in cells lacking each of these proteins, in response to glucose. By measuring changes in gene expression and perturbations in host metabolism we sought to gain an understanding of Asc1, apart from its role in translation, and how it complements the functions of Gpa2.

Wildtype, *gpr1*, *gpa2* and *asc1* cells (all without nutritional auxotrophic markers) were grown for 1 h in low (L, 0.05%) glucose, then divided and either left untreated or treated with high (H, 2%) glucose for 2 minutes (metabolomics) or 10 minutes (transcriptomics). These time points were selected based on prior data, showing an early and transient spike of cAMP and a subsequent induction of genes within 10 minutes of glucose treatment (see Methods) [29]. 

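RNA-seq libraries of 17 yeast strains were analysed, each strain at both glucose levels with 2 biological replicates per strain and level, which makes 68 libraries. The paper reports on wildtype, *gpr1*, *gpa2* and *asc1*, 16 of these libraries. Each deleted gene was missing from its own strain. *ASC1* (YMR116C, chromosome XIII of R64, 499456 to 500688) had 0 to 1 counts in the 4 *asc1* libraries and 127 to 11513 counts in the 64 libraries of the other strains. *GPA2* (YER020W, chromosome V of R64, 195168 to 196517) had 0 to 1 counts in the *gpa2* libraries and 220 to 3477 elsewhere, and *GPR1* (YDL035C, chromosome IV of R64, 389172 to 392057) had 0 to 1 counts in the *gpr1* libraries and 391 to 2004 elsewhere. At high glucose the total counts of replicates 1 and 2 were 6253421 and 6269971 in wildtype, 6869717 and 6724576 in *asc1*, 5004725 and 5568415 in *gpa2* and 9018943 and 5912415 in *gpr1*. At low glucose they were 5527031 and 9782259 in wildtype, 6427831 and 5602680 in *asc1*, 5647549 and 7980171 in *gpa2* and 5032755 and 6588558 in *gpr1*. Ribosomal RNA held 7.6% to 29.1% of the counts in these 16 libraries. The authors aligned the reads with STAR, quantified them with SALMON and deposited estimated counts per gene. These counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test in a model with a term for each strain and glucose level and a term for the replicate number, which stood for the preparation batch of the paper's own model. All 17 strains entered the model, so that the spread of each gene was estimated over 34 libraries at high glucose and 68 libraries at both levels. DEGs were defined by the paper's thresholds, an adjusted p-value under 0.05, an absolute log2 fold change above 1 and a baseMean above 100. In place of the KEGG pathways of the paper, which were not used here, 48 gene lists written before the data were examined served to group the genes. Among them were the 15 deleted genes and the 57 genes that the paper names, which rest in part on these same data. Both entered camera and its counts of lists called. The members of each list were counted at an adjusted p-value under 0.05, and each list was tested with camera, which compares its members with all other genes under a preset correlation between genes. With 2 replicates per group, whose members differed by more than the sampling noise in each of the 34 groups, a single library can move a gene's call, and such cases are named with the gene.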

We then analyzed our data using Principal Component Analysis (PCA). This unsupervised multivariate analysis method is particularly useful for the visualization of the relationship between observations and variables. 

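Libraries grouped by glucose level first and by strain within each level. In the plane of the first 2 principal components of the 500 most variable genes over 16 libraries, the replicates of a strain and treatment lay 1.4 to 8.6 units apart. At high glucose the nearest pairs of strains were wildtype and *asc1*, at a median distance of 10.1 units between their libraries (7.4 to 13.2), and *gpa2* and *gpr1*, at 10.5 (7.8 to 13.3), which these ranges do not rank. The farthest pair was *asc1* and *gpr1*, at 29.4 units. Wildtype and *gpa2* lay 18.4 units apart. At low glucose *gpa2* and *gpr1* were the nearest pair, at 11.5 units (8.2 to 14.8), with 21.8 units between wildtype and *asc1*, 34.0 between wildtype and *gpa2*, and 54.1 between *gpa2* and *asc1*.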

When applied to our transcriptomics data, PCA indicated good differentiation of groups based on the proximity of data points for a given treatment and genotype (S1A Fig). This analysis revealed that PC1, which aligns primarily with treatment, accounts for 90% of variance while PC2, which aligns primarily with genotype, represents 5% of variance. Thus the first 2 components explained 95% of the variance. 

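PC1 held 85.1% of the variance and PC2 held 6.0% when the values were transformed with DESeq2's vst. On PC1 the wildtype libraries moved from -40.0 and -48.6 at low glucose to 48.4 and 53.1 at high glucose. The *asc1* libraries moved over the shortest way, from -22.6 and -23.9 to 41.6 and 44.1, while the *gpa2* libraries, from -70.9 and -65.3 to 43.1 and 46.3, and the *gpr1* libraries, from -57.7 and -56.3 to 53.8 and 55.0, moved over longer ways than those of wildtype. PC2 placed wildtype and *asc1* on its negative side, at -5.8 to -19.9, and *gpa2* and *gpr1* on its positive side, at 9.4 to 15.3, at both glucose levels. With all genes in place of the 500 most variable ones the shares were 76.3% and 8.2%.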

For metabolomics, the first 2 components explained 63% of the variance (S1B Fig). For both measurements, and as expected, *gpr1* aligned closely with *gpa2* [6–8,12,13]. Both measures are consistent with previously established opposing effects of Gα and Gβ on processes downstream of the G protein.

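At high glucose 48 genes were DEGs above wildtype in both *gpa2* and *gpr1*, 91 were DEGs below wildtype in both, and none was a DEG in opposite directions. Independent lists of the same sizes would share 1.25 and 4.38 genes. Strains simulated without any effect, against wildtype libraries that were redrawn as well, had 0 DEGs and so shared 0. This sets no expectation for an overlap between strains with DEGs. *SPS100*, a gene of the spore wall (YHR139C, chromosome VIII of R64, 378219 to 379199), was higher in both strains, with a log2 fold change of 3.98 (standard error 0.38) in *gpa2* and 5.30 (standard error 0.37) in *gpr1*, and *TKL2*, a transketolase of the pentose phosphate pathway, was higher with 3.77 (standard error 0.48) and 4.86 (standard error 0.48). *TPO2*, a polyamine exporter, was lower, with -2.96 (standard error 0.61) and -3.81 (standard error 0.64). *NCA3* and *GRE1* were higher in *gpr1*, with log2 fold changes of 4.43 and 3.74, and *SRY1* was lower with -3.71. These calls hold at an adjusted p of at most 0.00115 from edgeR. Over 4983 genes, which are not independent replicates, the fold changes of *gpa2* and *gpr1* against wildtype had a Pearson correlation of 0.676 and a covariance of 0.2106, against 0.493 and 0.0145 in the simulated strains. The covariance exceeded the simulated one by 0.196. The simulated one holds what sharing a redrawn wildtype adds, and not the actual deviations of the shared wildtype libraries. Part of the excess of shared DEGs over independent lists may come from those libraries, which with 2 replicates cannot be split. Transcripts of the mitochondrial genome were nearly missing from *gpa2* and missing in part from *gpr1*, at both glucose levels. Its 31 genes held 2 counts in total over the 4 *gpa2* libraries and 581 counts over the 4 *gpr1* libraries, against 1363 over the 4 wildtype libraries, and the ribosomal RNAs 15S and 21S had 0 counts in all libraries of *gpa2* and *gpr1*. A direct test of *gpr1* against *gpa2* called 61 genes, and 26 without replicate 1 or 162 without replicate 2 of *gpa2*. Genes of ribosome biogenesis, which assemble the ribosome in the nucleolus, set the strains apart, since 64 of 68 were higher in *gpr1* than in *gpa2* and 0 lower at an adjusted p under 0.05 from edgeR (66 higher when adjusted over the list alone). Their median log2 difference was 0.74 (camera, adjusted p = 6.14e-47, and adjusted p = 0.246 with an estimated correlation).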

Our next objective was to identify the specific pathways and processes regulated by each G protein subunit. To that end, we analyzed the transcriptomics and metabolomics data, with and without glucose addition, for wildtype, *gpr1*, *gpa2* and *asc1* cells. Herein we use the term “concentration analysis” when comparing the data for mutant and wildtype cells after the addition of glucose (Figs 1 and S2A), and we use the term “sensitivity analysis” when comparing the difference in response at high and low glucose for the mutants (mutantH-mutantL) and the wildtype (wtH-wtL) cells (Figs 1 and S2B). Thus, concentration analysis reveals cell status after glucose addition, while sensitivity analysis reveals response amplitude (H-L) differences for the different strains. Such amplitude differences are important when a negative regulator restores the system to baseline in the face of sustained (or step-wise) activation by a positive regulator.

**Fig 1:**
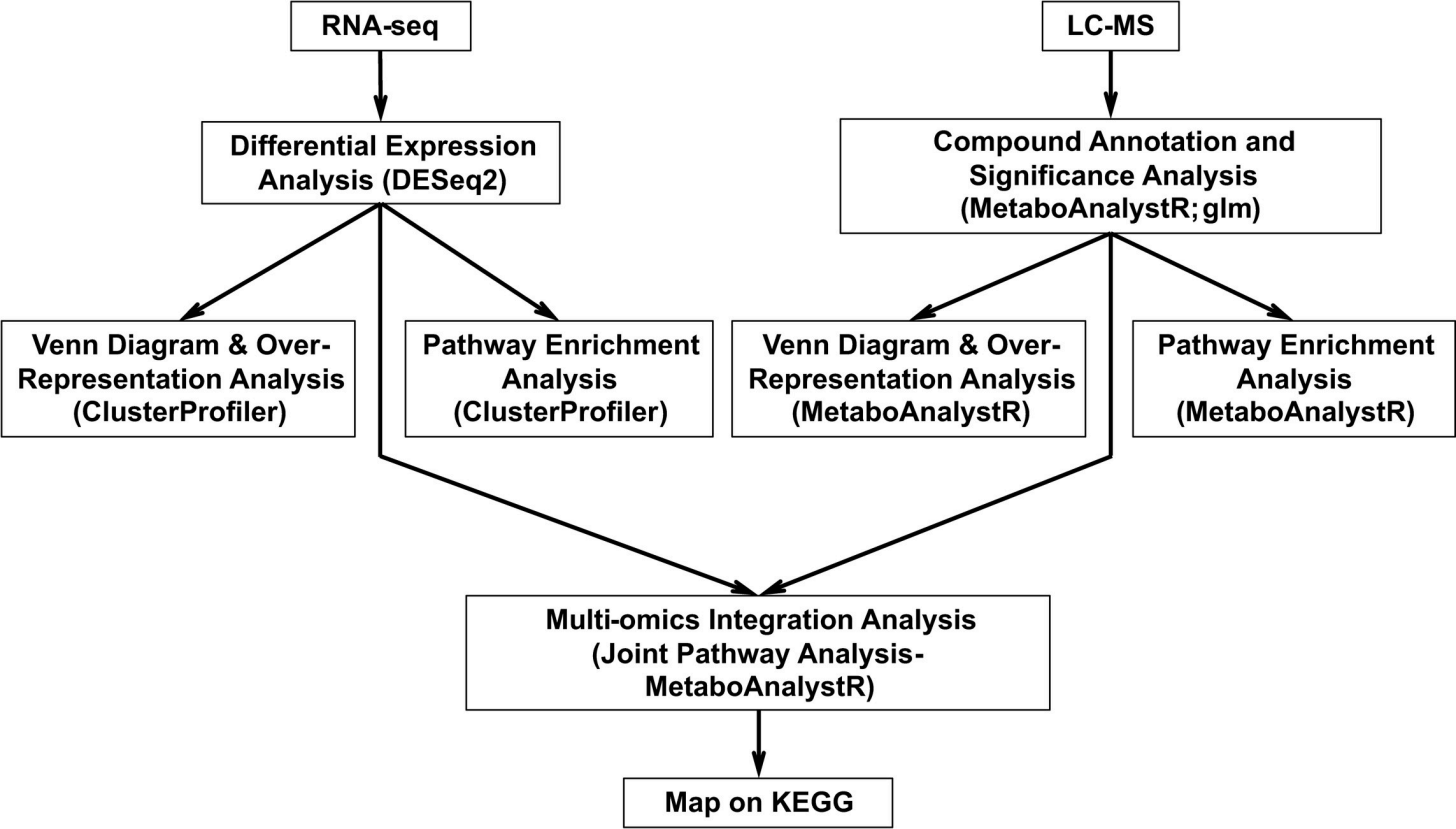
Analysis pipeline. Workflow of concentration analysis and sensitivity analysis for transcriptomics and metabolomics data.

In summary, we present integrated transcription data and untargeted metabolomics data obtained for the cell extracts, as follows:

Concentration Analysis

- *gpa2* mutant vs. wildtype at high (2%) glucose
- *asc1* mutant vs. wildtype at high (2%) glucose

We then compare the results of A and B, calculated as detailed in Methods.

Sensitivity Analysis

- difference between *gpa2* mutant at high and low glucose (gpa2H-gpa2L) vs. difference between wildtype at high and low glucose (wtH-wtL)
- difference between *asc1* mutant at high and low glucose (asc1H-asc1L) vs. difference between wildtype at high and low glucose (wtH-wtL)

We then compare the results of A and B, calculated as detailed in Methods.

### Concentration analysis

We began by establishing the transcriptional and metabolic profile of wildtype cells. We defined the differentially-expressed genes (DEGs) as having an adjusted p-value <0.05, absolute log2 fold-change value >1 and baseMean >100. Then, using the ClusterProfiler package in R [30] we performed gene set enrichment analysis (GSEA) in the Kyoto Encyclopedia of Genes and Genomes (KEGG) [31–33]. This database provides an overview of biological pathways in the cell, as determined by genome sequencing and other high-throughput methods. GSEA determines whether a defined set of genes shows statistically significant and concordant differences between two phenotypes. Since it is a rank-based analysis no cutoff is needed (see Tables 1–5, ‘Transcriptomics’).

**Table 1:** Single-omics analysis results for wildtype comparing 2% (H) and 0.05% (L) glucose. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05 arranged in ascending order, as detailed in Methods. Enriched pathways refer to classifications provided in KEGG.

Transcriptomics				Metabolomics	
enriched pathways	adjusted p-value	enriched pathways	adjusted p-value	enriched pathways	combined p-value
Ribosome	0.0023	Lysine biosynthesis	0.0051	Starch and sucrose metabolism	0.0010
Cell cycle—yeast	0.0023	Fructose and mannose metabolism	0.0075	Tyrosine metabolism	0.0065
Biosynthesis of amino acids	0.0023	Aminoacyl-tRNA biosynthesis	0.0080	Galactose metabolism	0.0073
RNA transport	0.0023	Sulfur metabolism	0.0094	Cysteine and methionine metabolism	0.0184
Ribosome biogenesis in eukaryotes	0.0023	One carbon pool by folate	0.0098	Glycolysis / Gluconeogenesis	0.0198
Cysteine and methionine metabolism	0.0023	Valine, leucine and isoleucine biosynthesis	0.0101	Inositol phosphate metabolism	0.0207
RNA polymerase	0.0023	Proteasome	0.0101	Amino sugar and nucleotide sugar metabolism	0.0233
Purine metabolism	0.0028	Autophagy—yeast	0.0184	Purine metabolism	0.0343
DNA replication	0.0028	Pyrimidine metabolism	0.0184	N-Glycan biosynthesis	0.0361
Galactose metabolism	0.0028	Amino sugar and nucleotide sugar metabolism	0.0188	Pentose phosphate pathway	0.0364
Glyoxylate and dicarboxylate metabolism	0.0028	Selenocompound metabolism	0.0226	Butanoate metabolism	0.0443
Citrate cycle (TCA cycle)	0.0028	Mismatch repair	0.0231		
Peroxisome	0.0028	Glycine, serine and threonine metabolism	0.0322		
Starch and sucrose metabolism	0.0028	Glycolysis / Gluconeogenesis	0.0387		
Oxidative phosphorylation	0.0033	Autophagy—other	0.0416		
Carbon metabolism	0.0041	Meiosis—yeast	0.0474		

**Table 2:** Single- and multi-omics integration results for *gpa2* by concentration analysis. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05, arranged in ascending order; third block shows MetaboAnalystR joint pathway analysis with adjusted p-value <0.05, arranged in ascending order, as detailed in Methods.

Transcriptomics		Metabolomics		Integration	
enriched pathways	adjusted p-value	enriched pathways	combined p-value	enriched pathways	adjusted p-value
Ribosome biogenesis in eukaryotes	0.0084	Purine metabolism	0.0021	Oxidative phosphorylation	3.13E-14
Oxidative phosphorylation	0.0084	Fructose and mannose metabolism	0.0047	Galactose metabolism	1.60E-11
		Amino sugar and nucleotide sugar metabolism	0.0079	ABC transporters	1.31E-08
		Galactose metabolism	0.0079	Glycolysis or Gluconeogenesis	8.02E-05
		Glutathione metabolism	0.0155	Fructose and mannose metabolism	8.18E-05
		Tyrosine metabolism	0.0224	Starch and sucrose metabolism	8.18E-05
		Arginine biosynthesis	0.0234	Arginine biosynthesis	0.0012
		Biotin metabolism	0.0252	Pentose phosphate pathway	0.0012
		Aminoacyl-tRNA biosynthesis	0.0360	Purine metabolism	0.0017
		Starch and sucrose metabolism	0.0396	Amino sugar and nucleotide sugar metabolism	0.0073
		Phosphatidylinositol signaling system	0.0424	beta-Alanine metabolism	0.0119
				Alanine, aspartate and glutamate metabolism	0.0139
				Cysteine and methionine metabolism	0.0149
				Citrate cycle (TCA cycle)	0.0221

**Table 3:** Single- and multi-omics integration results for *asc1* by concentration analysis. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05, arranged in ascending order; third block shows MetaboAnalystR joint pathway analysis with adjusted p-value <0.05, arranged in ascending order, as detailed in Methods.

Transcriptomics		Metabolomics		Integration	
enriched pathways	adjusted p-value	enriched pathways	combined p-value	enriched pathways	adjusted p-value
Starch and sucrose metabolism	0.0155	Arginine biosynthesis	0.0029	Arginine biosynthesis	7.47E-10
Biosynthesis of amino acids	0.0156	Glutathione metabolism	0.0054	ABC transporters	7.47E-10
Sulfur metabolism	0.0156	Aminoacyl-tRNA biosynthesis	0.0214	Purine metabolism	1.41E-09
Ribosome	0.0156	Purine metabolism	0.0481	Tryptophan metabolism	0.0074
Galactose metabolism	0.0156			Galactose metabolism	0.0074
Meiosis—yeast	0.0156			Cysteine and methionine metabolism	0.0087
Glycine, serine and threonine metabolism	0.0243			Alanine, aspartate and glutamate metabolism	0.0087
One carbon pool by folate	0.0243			Histidine metabolism	0.0087
Aminoacyl-tRNA biosynthesis	0.0243			Arginine and proline metabolism	0.0136
2-Oxocarboxylic acid metabolism	0.0387			Phenylalanine metabolism	0.0191
Lysine biosynthesis	0.0477			Lysine biosynthesis	0.0348
Ribosome biogenesis in eukaryotes	0.0477			Amino sugar and nucleotide sugar metabolism	0.0465

**Table 4:** Single- and Multi-omics integration results for *gpa2* by sensitivity analysis. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05, arranged in ascending order; third block shows MetaboAnalystR joint pathway analysis with adjusted p-value <0.05, arranged in ascending order, as detailed in Methods.

Transcriptomics		Metabolomics		Integration	
enriched pathways	adjusted p-value	enriched pathways	combined p-value	enriched pathways	adjusted p-value
N-Glycan biosynthesis	0.0050	Fructose and mannose metabolism	0.0044	Glycolysis or Gluconeogenesis	2.32E-06
Various types of N-glycan biosynthesis	0.0050	Glycolysis / Gluconeogenesis	0.0183	Galactose metabolism	2.32E-06
DNA replication	0.0050	Methane metabolism	0.0211	Cell cycle	1.61E-05
Aminoacyl-tRNA biosynthesis	0.0050	Porphyrin and chlorophyll metabolism	0.0473	Pentose phosphate pathway	2.03E-05
Cysteine and methionine metabolism	0.0050			Starch and sucrose metabolism	3.41E-05
Starch and sucrose metabolism	0.0050			MAPK signaling pathway	0.0002
Galactose metabolism	0.0050			Meiosis	0.0010
Cell cycle	0.0056			Fructose and mannose metabolism	0.0010
Mismatch repair	0.0063			Purine metabolism	0.0025
Steroid biosynthesis	0.0308			Cysteine and methionine metabolism	0.0025
				Protein processing in endoplasmic reticulum	0.0096
				Peroxisome	0.0124
				Spliceosome	0.0230
				Pyruvate metabolism	0.0238
				DNA replication	0.0238
				Longevity regulating pathway	0.0238
				Glycerolipid metabolism	0.0238
				beta-Alanine metabolism	0.0238
				Steroid biosynthesis	0.0238
				Amino sugar and nucleotide sugar metabolism	0.0238
				Alanine, aspartate and glutamate metabolism	0.0238
				Inositol phosphate metabolism	0.0241

**Table 5:** Single- and Multi-omics integration results for *asc1* by sensitivity analysis. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05, arranged in ascending order; third block shows MetaboAnalystR joint pathway analysis with adjusted p-value <0.05, arranged in ascending order, as detailed in Methods.

Transcriptomics		Metabolomics		Integration	
enriched pathways	adjusted p-value	enriched pathways	combined p-value	enriched pathways	adjusted p-value
Ribosome	0.0071	Lysine degradation	0.0082	Ribosome	4.76E-98
Ribosome biogenesis in eukaryotes	0.0071	Cysteine and methionine metabolism	0.0473	Ribosome biogenesis in eukaryotes	1.87E-21
Glyoxylate and dicarboxylate metabolism	0.0071			RNA polymerase	0.0015
RNA polymerase	0.0071			Galactose metabolism	0.0015
Peroxisome	0.0071			Pentose phosphate pathway	0.0422
Galactose metabolism	0.0104			Purine metabolism	0.0422
Citrate cycle (TCA cycle)	0.0141			Arginine biosynthesis	0.0422
RNA transport	0.0196				
Starch and sucrose metabolism	0.0241				
Carbon metabolism	0.0479				
Propanoate metabolism	0.0479				
Aminoacyl-tRNA biosynthesis	0.0498				

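Within 10 minutes of glucose addition wildtype cells raised the genes of ribosomes, purine synthesis and sulfur assimilation and lowered those of respiration, fat breakdown and storage sugars. Of 135 cytosolic ribosomal protein genes 135 rose and 0 fell at an adjusted p under 0.05 from edgeR (135 when adjusted over the list alone), with a median log2 fold change of 3.29. All 68 genes of ribosome biogenesis rose, and 68 did when adjusted over the list alone, with a median of 5.04. The nucleolar GTPase *NUG1* (log2 fold change 5.39, standard error 0.23, adjusted p = 2.54e-21 from edgeR) and the small subunit protein *RPS7B* (log2 fold change 2.88, standard error 0.15, adjusted p = 1.59e-19) had the smallest p of these groups. All 19 subunits of RNA polymerases I and III rose, 19 of them over the list alone, among them *RPA135* (log2 fold change 6.51, standard error 0.32, adjusted p = 6.09e-20). Of 14 genes of purine synthesis 12 rose and 1 fell (12 and 1 over the list alone), with *GUA1*, which makes GMP, at 5.10 (standard error 0.23). Methionine and sulfur assimilation had 23 of 24 genes higher and 1 lower (23 and 1 over the list alone), led by *MET3*, the ATP sulfurylase, at 5.66 (standard error 0.29). DNA replication had 22 of 26 higher and 0 lower (22 over the list alone), with the polymerase gene *POL1* at 2.33 (standard error 0.20), and 15 of 19 cyclins and cell cycle regulators rose while 2 fell (15 and 2 over the list alone). In the other direction 35 of 37 nuclear genes of oxidative phosphorylation fell and 0 rose (35 over the list alone), with *SDH4* of succinate dehydrogenase at -2.56 (standard error 0.17). Trehalose, glycogen and sucrose genes had 20 of 21 lower (20 over the list alone), fatty acid beta-oxidation had 12 of 12 lower (12), and autophagy had 15 of 19 lower (15), each with 0 higher. By size alone *TOS6*, a cell wall protein, rose most, by a log2 fold change of 8.22 (standard error 0.67), and *RGI2*, a gene of respiratory growth, fell most, at -10.23 (standard error 0.51). In all 1314 genes rose and 979 fell past the thresholds. At an adjusted p under 0.05 alone, as used for the list members, 4499 of the 5894 tested genes differed between the glucose levels, in either direction. Camera called 32 of the 48 lists and none with an estimated correlation, where the adjusted p was 0.171 for ribosomal proteins, ribosome biogenesis, RNA polymerases, purine synthesis, storage sugars and autophagy, 0.19 for methionine and sulfur assimilation, 0.188 for DNA replication, 0.223 for the cell cycle, 0.231 for oxidative phosphorylation and 0.209 for beta-oxidation.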

When comparing wildtype before and after glucose addition (0.05% vs. 2%), we observed transcriptomic changes in 32 pathways, including ribosome, DNA replication, transcription, cell cycle as well as carbon, amino acids, lipids and nucleotide metabolism (Table 1). These differences were expected, and reflect processes needed to transition from a low glucose phase where metabolism supports cellular homeostasis (e.g. autophagy, addressing reactive oxygen species, maintaining osmotic balance) to a high glucose phase where metabolism supports cell growth and division (structural rearrangements as well as anabolic processes to make building blocks that support cell proliferation) [34].

We next conducted untargeted metabolomics by mass spectrometry. Pathway enrichment analysis was performed in MetaboAnalystR [31,32], using the Fisher’s method to integrate Mummichog [33] and GSEA results to produce the combined p-values reported here (Table 1). The pathway enrichment analysis module Mummichog is optimized for detecting prominent changes while GSEA excels at detecting concordant small changes in peak intensity. Because of the uncertainty associated with peak annotation for LC-MS data, the reliability of pathway enrichment is improved when combining the results from two different statistical methods [31,32]. When comparing 0.05% to 2% glucose in wildtype, 11 pathways were perturbed with a combined p-value <0.05 (Table 1). These include perturbations in the metabolism of carbohydrates, amino acids, nucleotides and lipids, and are concordant with changes in gene transcription. Again, these differences reflect processes needed to prepare the cell for growth and division. In addition, they are likely related to the role of Asc1 and Gpa2 in haploid invasive growth [12,35,36], a process where cells form long branching filaments and exhibit increased adherence and invasion of the substratum during periods of glucose limitation [37].

We next considered the effects of glucose in each of the mutant strains and how each mutant compares with wildtype. Based on GSEA, the *gpa2* mutant exhibited changes in transcripts linked to oxidative phosphorylation and ribosome biogenesis (Tables 2 and S1). 

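At high glucose *gpa2* cells had less mRNA for the respiratory chain, the citrate cycle and fatty acid synthesis than wildtype. Of 37 nuclear genes of oxidative phosphorylation 35 were lower and 0 higher at an adjusted p under 0.05 from edgeR (35 lower when adjusted over the list alone), and 24 of them were DEGs. *COX4*, a subunit of cytochrome c oxidase (YGL187C, chromosome VII of R64, 149704 to 150171), fell by 1.64 on the log2 scale (standard error 0.14, adjusted p = 4.92e-08 from edgeR), and the ATP synthase subunits *ATP1* and *ATP7* had log2 fold changes of -1.44 (standard error 0.14) and -1.43 (standard error 0.14). In the citrate cycle 12 of 17 genes were lower and 0 higher (12 lower over the list alone), with the fumarase *FUM1* at -1.41 (standard error 0.17). Fatty acid synthesis had 7 of 9 genes lower and 1 higher (7 and 1 over the list alone), including the desaturase *OLE1* (log2 fold change -2.22, standard error 0.28, adjusted p = 6.59e-06) and the synthase subunits *FAS1* (-1.22) and *FAS2* (-1.31). Genes of ribosome biogenesis were lower by less, 40 of 68 at a median log2 fold change of -0.40 and none higher (48 lower over the list alone). Members of the small subunit processome led this group, *UTP6* with -0.70 (standard error 0.13) and *PWP2* with -0.68 (standard error 0.13). Mitochondrial ribosomal proteins, encoded in the nucleus, went the other way, with 37 of 67 higher and 0 lower (49 and 1 over the list alone). By camera the adjusted p was 1.03e-23 for oxidative phosphorylation, 1.02e-14 for ribosome biogenesis, 1.25e-06 for the citrate cycle, 6.15e-05 for fatty acid synthesis and 6.93e-14 for mitochondrial ribosomal proteins. None of these calls holds when the correlation is estimated, with adjusted p = 0.186 with an estimated correlation for oxidative phosphorylation, 0.392 for ribosome biogenesis, 0.224 for the citrate cycle, 0.224 for fatty acid synthesis and 0.0947 for mitochondrial ribosomal proteins. The large ribosomal RNA of the mitochondrion, 21S, was at least 72.3-fold lower in *gpa2* than in wildtype at high glucose and at least 152-fold lower at low glucose, against a floor of 3 counts over both libraries, which covers counting error only.

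**Figure D1:**
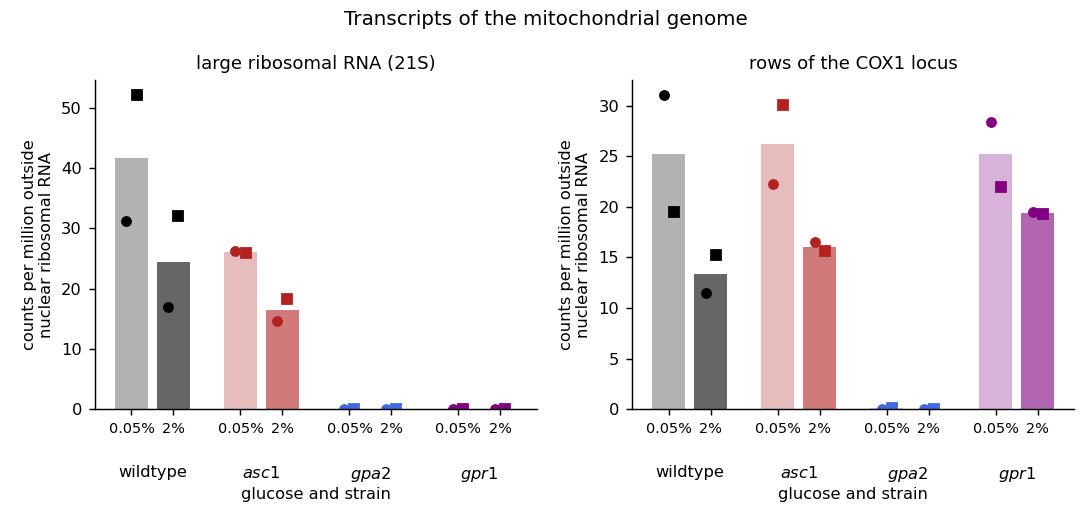
CPM, counts scaled to the library's total outside nuclear ribosomal RNA (vertical axes), of the mitochondrial large ribosomal RNA 21S and of the rows of the COX1 locus in wildtype, *asc1*, *gpa2* and *gpr1* at 0.05% and 2% glucose (horizontal axes). Circles are replicate 1, squares replicate 2 and bars their mean. The 21S points of wildtype lie at 16.9 to 52.0 and those of *gpa2* and *gpr1* at 0, while the COX1 locus lies at 11.5 to 31.0 in wildtype, 19.3 to 28.4 in *gpr1* and at most 0.177 in *gpa2*.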

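Cells lacking *ASC1* had less mRNA at high glucose for ribosomal proteins and for the synthesis of methionine, arginine, other amino acids and purines, and more for the uptake and breakdown of nitrogen sources. Of 135 cytosolic ribosomal protein genes 103 were lower and 1 higher than in wildtype at an adjusted p under 0.05 from edgeR (124 lower when adjusted over the list alone), at a median log2 fold change of -0.55. *RPS14B* had the smallest p of them (log2 fold change -0.69, standard error 0.10, adjusted p = 8.15e-05), and most such genes have a paralog that may share reads with them. Ribosome biogenesis had 14 of 68 genes lower and none higher (14 over the list alone), with *CBF5*, the pseudouridine synthase of rRNA, at -0.56 (standard error 0.10). Methionine and sulfur assimilation had 17 of 24 lower and none higher (20 over the list alone), among them the sulfate permease *SUL2* (log2 fold change -2.08, standard error 0.30, adjusted p = 5.07e-05) and the sulfite reductase subunit *MET10* (-1.12). Arginine synthesis had 6 of 10 lower and none higher (7 over the list alone), led by *ARG5,6*, which encodes 2 enzymes of ornithine synthesis (*ARG56* in the tables, log2 fold change -1.39, standard error 0.20, adjusted p = 6.86e-05). Of 48 genes of other amino acid pathways 25 were lower and 3 higher (29 and 3 over the list alone), with *HIS7* at -0.96 (standard error 0.10) and *SER1* at -0.93 (standard error 0.11). Purine synthesis had 12 of 14 lower (12 over the list alone), with *ADE13* at -0.92 (standard error 0.11). Genes under nitrogen catabolite repression were higher, 16 of 24 with none lower (18 higher and 1 lower over the list alone), headed by *PUT1* and *PUT4*, which oxidize and import proline, at 3.05 (standard error 0.43) and 2.73 (standard error 0.34). Iron uptake genes had 9 of 19 lower (9 over the list alone), led by the cell wall mannoprotein *FIT2* at -2.54 (standard error 0.30). Markers of meiosis and sporulation, a program that these haploid cells do not complete, had 4 of 9 higher and 0 lower (5 over the list alone), with *SPS4* at 2.34 (standard error 0.38). Camera gave an adjusted p of 1.60e-29 for ribosomal proteins, 4.54e-08 for ribosome biogenesis, 1.11e-09 for methionine and sulfur, 7.80e-11 for other amino acids, 7.10e-04 for arginine, 1.18e-10 for purines, 4.13e-09 for nitrogen catabolite repression, 5.26e-04 for iron and 0.00368 for the meiosis markers. With an estimated correlation none of these holds, at adjusted p = 0.275 with an estimated correlation for ribosomal proteins, 0.567 for ribosome biogenesis, 0.269 for methionine and sulfur, 0.143 for other amino acids, 0.275 for arginine, 0.0937 for purines, 0.269 for nitrogen catabolite repression, 0.475 for iron and 0.0661 for the meiosis markers.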

The *asc1* mutant was enriched for twelve pathways including ribosome biogenesis and metabolism of amino acids (Tables 3 and S2).

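By the thresholds on adjusted p, fold change and baseMean, 202 genes differed between *gpa2* and wildtype at high glucose, 82 higher and 120 lower, and 96 differed between *asc1* and wildtype, 61 higher and 35 lower. The largest increases in *gpa2* that had the same sign in both replicates included the heat shock protein *SSA3* (log2 fold change 2.63, standard error 0.22, adjusted p = 4.92e-08 from edgeR) and the aquaporin *AQY1* (log2 fold change 2.63, standard error 0.25, adjusted p = 3.48e-07). Its largest decreases, apart from *GPA2* and ribosomal RNA, were in *FBP1*, the fructose-1,6-bisphosphatase of gluconeogenesis (log2 fold change -5.68, standard error 1.49, adjusted p = 0.00743), and *ICL1*, the isocitrate lyase of the glyoxylate cycle (log2 fold change -3.74, standard error 1.28, adjusted p = 0.0341). Neither passed without replicate 1 of wildtype, where the log2 fold changes were -1.84 for *FBP1* and -1.07 for *ICL1*, or without replicate 1 of *gpa2*, and *ICL1* did not pass without replicate 2 of *gpa2*, without the replicate term, with the 4 strains of the paper alone, or with limma on the deposited normalized counts (adjusted p from 0.0581 to 0.672 for *ICL1*). In *asc1* the largest increase was in *SUC2*, the invertase that splits sucrose (YIL162W, chromosome IX of R64, 37385 to 38983, log2 fold change 3.28, standard error 0.44, adjusted p = 2.23e-05), and *PHO5*, a secreted acid phosphatase, was also higher (log2 fold change 2.40, standard error 0.28, adjusted p = 4.26e-06). *ADH2*, the alcohol dehydrogenase that consumes ethanol, fell most apart from *ASC1* (log2 fold change -2.65, standard error 0.55, adjusted p = 0.00177), and the cell wall protein *CWP1* was also lower (log2 fold change -1.78, standard error 0.33, adjusted p = 6.71e-04). In their own strains the fitted log2 fold changes were -10.16 for *GPA2* and -12.35 for *ASC1*, which depend on the prior count since these genes had almost no counts. The direct test of *asc1* against *gpa2* called 284 genes, 189 higher and 95 lower in *asc1*. Among the genes called higher, the number depended on wildtype replicates, with 47 for *gpa2* without replicate 2 and 98 for *asc1* without replicate 1 of wildtype, and 54 for *gpa2* without its own replicate 2.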

According to criteria outlined above, we found 197 and 94 DEGs for *gpa2* vs. wildtype and for *asc1* vs. wildtype, respectively. Fig 2A depicts a Venn diagram, comparing the DEGs for *gpa2* vs. wildtype and for *asc1* vs. wildtype (S3 Table). We then conducted over-representation analysis (ORA) for the unique as well as shared intersects of the diagram. In contrast to GSEA, ORA requires a threshold, defined above for DEGs. In this way, we were able to compare DEGs in the two mutants and gain a detailed understanding of how they are similar and how they differ from one another. As shown in Fig 2B, the shared DEGs were over-represented for arginine biosynthesis. 

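Genes for importing and breaking down nitrogen compounds were over-represented among the DEGs that *gpa2* and *asc1* shared in direction. A total of 11 genes were higher in both mutants and 4 lower in both. The permeases *AGP1* for amino acids, *MEP1* for ammonium and *PUT4* for proline were higher, with *PUT4* at a log2 fold change of 2.24 (standard error 0.34) in *gpa2* and 2.73 (standard error 0.34) in *asc1*. So was *CAR1*, the arginase that degrades arginine, at 1.34 (standard error 0.27) and 1.34 (standard error 0.26) with adjusted p = 8.36e-04 and 0.0011 from edgeR. The 4 genes lower in both, which were chosen after their values were seen, were *ARO10* (-1.31 and -1.40), *BNA4* (-1.17 and -1.06), *PIR1* (-1.02 and -1.18) and *HIS3* (-1.26 and -1.19). Genes under nitrogen catabolite repression took 5 of the 15 shared DEGs where 0.06 were expected (one-sided Fisher's exact test over 4983 genes, adjusted p = 7.46e-08), and kynurenine and tryptophan degradation took 2 (adjusted p = 0.00632 from the same test). Among the 10 genes of arginine synthesis 3 were lower in *gpa2* (3 over the list alone) and none was a shared DEG, while 15 of the 24 nitrogen catabolite genes were higher in *gpa2* (19 over the list alone). For that list camera gave adjusted p = 1.26e-09 in *gpa2*, and adjusted p = 0.224 with an estimated correlation. Independent lists would share 1.0 and 0.84 genes in the 2 directions, while over all genes the covariance of the fold changes was 0.0092 and below the 0.0153 of the simulated strains. Without replicate 1 of wildtype the mutants shared 41 DEGs in direction, and without its replicate 2 *CAR1* stood at 0.89 in *gpa2*. Transcripts of the mitochondrial genome reached at most 0.216 CPM in a *gpa2* library.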

Arginine contributes to nitrogen balance, through urea production, and also regulates protein translation [38]. In comparison the unique DEGs were over-represented for five pathways related to amino acid metabolism (*asc1*, Fig 2C) and eight pathways linked to carbohydrate, lipid and energy metabolism (*gpa2*, Fig 2D). 

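Among the 60 DEGs of *asc1* alone, 6 of the 24 genes of methionine and sulfur assimilation appeared (one-sided Fisher's exact test, adjusted p = 1.13e-05), and 2 of the 10 genes of arginine synthesis (adjusted p = 0.0422 from the same test, and 0.0954 over all tested genes without the baseMean threshold). *MET3* and *MET1*, of sulfate activation and siroheme synthesis, had log2 fold changes of -1.58 (standard error 0.28) and -1.37 (standard error 0.26) in *asc1*. Iron uptake genes gave 4 hits (adjusted p = 8.45e-04 from the exact test), nitrogen catabolite genes another 4 (adjusted p = 0.00112) and retrotransposons 5 (adjusted p = 0.00234). Storage and sucrose genes gave 3 of 18 (adjusted p = 0.01), with *GSY1*, the glycogen synthase, at 1.59 (standard error 0.27) and *GLC3*, the branching enzyme, at 1.51 (standard error 0.26). Of that whole list 6 of 21 genes were higher in *asc1* and none lower by edgeR (7 over the list alone, camera adjusted p = 5.14e-04, and adjusted p = 0.362 with an estimated correlation). The glucose transporter gene *HXT2* was higher too, at 1.86 (standard error 0.39), among 4 of 11 transporter genes higher and none lower (5 over the list alone, adjusted p = 9.32e-04 by camera, and adjusted p = 0.0514 with an estimated correlation). Among the 166 DEGs of *gpa2* alone, oxidative phosphorylation took 24 of 36 genes (adjusted p = 2.42e-26 from the exact test), the citrate cycle 7 of 16 (adjusted p = 7.49e-06), fatty acid synthesis 4 of 9 (adjusted p = 0.00138), retrotransposons 9 of 47 (adjusted p = 2.61e-04) and nitrogen catabolite genes 4 of 20 (adjusted p = 0.0318). *SDH4* and *KGD2* of the citrate cycle were lower there at -1.21 (standard error 0.16) and -1.11 (standard error 0.17). Glycolysis and gluconeogenesis gave 4 of 24 genes (adjusted p = 0.0525 from the exact test), the pentose phosphate pathway 2 of 16 (adjusted p = 0.455) and storage and sucrose genes 1 of 18. None of these lists was over-represented among the DEGs of *gpa2* alone. The exact test counts genes as independent, and camera with an estimated correlation called 0 lists in *gpa2* and 1 in *asc1* at high glucose. A gene that is a DEG in one mutant only need not differ between the mutants. The direct test of *asc1* against *gpa2* passed at an adjusted p under 0.05 from edgeR for 57 of the 67 genes higher and 91 of the 99 lower in *gpa2* alone, and for 27 of the 33 higher and 25 of the 27 lower in *asc1* alone. In the *gpa2* libraries the small mitochondrial ribosomal RNA, 15S, was at least 10.7-fold lower than in wildtype at high glucose.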

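Retrotransposon genes made up 11 of the 21 DEGs that *gpa2* and *asc1* moved in opposite directions. All 11 were among the 17 DEGs lower in *gpa2* and higher in *asc1*, and 4 DEGs were higher in *gpa2* and lower in *asc1* (one-sided Fisher's exact test for retrotransposons, adjusted p = 2.07e-16). The exact test counts near-identical copies as independent genes. Independent lists would give 1.47 and 0.58 genes. The 4 were named after their values were seen and are *ARN1*, an iron transporter (1.00 in *gpa2* and -1.66 in *asc1*), *AQY1* (-1.77 in *asc1*), *DDR2* (1.21 and -1.05) and *YHR022C* (1.02 and -1.05). In *gpa2* neither *ARN1* nor *YHR022C* passed without replicate 2 of *gpa2* (0.70 each) or of wildtype (0.84 and 0.92), and *DDR2* did not without replicate 1 of *gpa2* (1.09) or replicate 2 of wildtype (0.75) and was 1.87 without replicate 1 of wildtype. In *asc1* *DDR2* did not pass without either replicate of *asc1* (-0.98 and -1.12), without replicate 1 of wildtype (-0.39) or with the 4 strains of the paper alone (-1.02), and *YHR022C* did not without replicate 2 of *asc1* (-0.97) or replicate 1 of wildtype (-0.95), where *AQY1* stood at -1.16. Of 50 retrotransposon genes tested, 32 were higher and 0 lower in *asc1* than in wildtype at an adjusted p under 0.05 from edgeR (35 higher when adjusted over the list alone), and 38 were lower and 0 higher in *gpa2* (40 lower over the list alone). The Ty1 gene *YDR365W-B* had a log2 fold change of 1.57 (standard error 0.12) in *asc1* and -1.44 (standard error 0.12) in *gpa2*. Copies of these elements are nearly identical, so reads may be split among them and the sum is less exposed to this than any 1 gene. Retrotransposon genes held 28911 and 32332 CPM, counts scaled to the total outside nuclear ribosomal RNA, in the *asc1* replicates, 9812 and 13831 in wildtype, 5191 and 6628 in *gpa2* and 7418 and 7230 in *gpr1*. Camera gave an adjusted p of 5.72e-23 for the list in *asc1* and it holds with an estimated correlation (adjusted p = 0.0315), while in *gpa2* it was 5.07e-19, and adjusted p = 0.0528 with an estimated correlation. The difference between the mutants was called for 43 of the 50 genes.

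**Figure D2:**
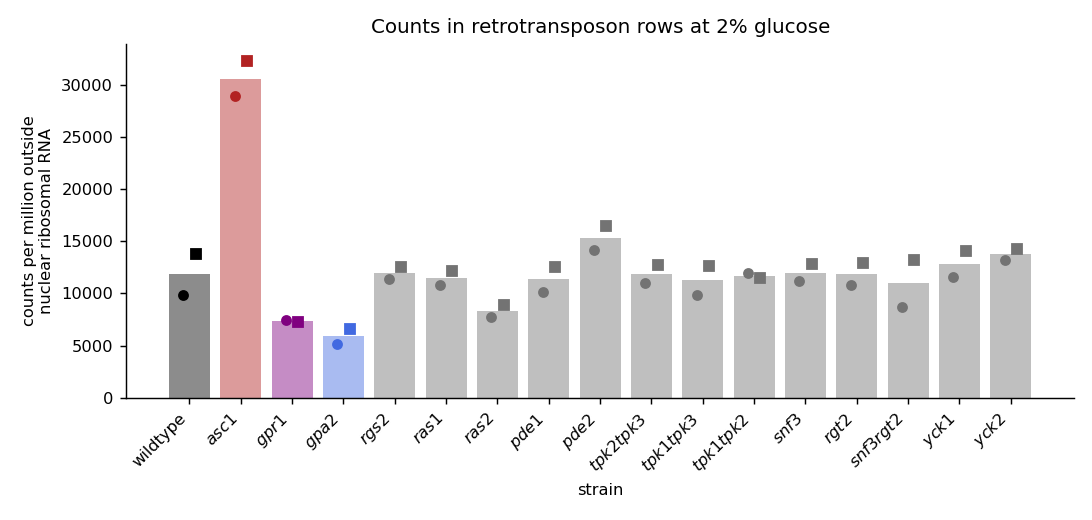
CPM of all retrotransposon genes together (vertical axis) in each of 17 strains at 2% glucose (horizontal axis). Circles are replicate 1, squares replicate 2 and bars their mean. The *asc1* libraries lie at 28911 and 32332 and those of wildtype at 9812 and 13831.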

Most of the opposing effects were related to retrotransposon elements and are unlikely to be related to glucose metabolism or signaling. Thus, pathway analysis revealed that Asc1 mainly affects transcripts related to amino acids while Gpa2 mainly affects transcripts related to carbohydrate metabolism.

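Set directly against each other at high glucose, *asc1* had more mRNA than *gpa2* for respiration and sugar storage and less for ribosomal proteins and sulfur assimilation. Of 37 nuclear oxidative phosphorylation genes 34 were higher and 0 lower in *asc1* than in *gpa2* at an adjusted p under 0.05 from edgeR (35 when adjusted over the list alone). The citrate cycle had 10 of 17 higher and 1 lower (11 and 1 over the list alone), storage and sucrose genes 11 of 21 higher and 3 lower (11 and 3), and fatty acid synthesis 7 of 9 higher and 1 lower (7 and 1). Methionine and sulfur assimilation had 14 of 24 lower and 1 higher in *asc1* than in *gpa2* (17 and 1 over the list alone), and cytosolic ribosomal proteins 112 of 135 lower and 0 higher (120 and 1). Median log2 differences were 0.89 for oxidative phosphorylation, 0.42 for the citrate cycle, 0.78 for storage sugars, 1.14 for fatty acid synthesis, -0.66 for sulfur and -0.61 for ribosomal proteins. Camera called each list, with adjusted p from 3.68e-21 for ribosomal proteins to 0.0294 for storage sugars, and none holds with an estimated correlation, at adjusted p = 0.482 with an estimated correlation for oxidative phosphorylation, 0.519 for the citrate cycle, 0.615 for storage sugars, 0.486 for fatty acid synthesis, 0.519 for sulfur and 0.508 for ribosomal proteins. The meiosis markers also differed, with 5 of 9 higher in *asc1* (5 over the list alone), and the mitochondrial genome of *asc1* was transcribed, with 211 and 213 counts in its libraries at high glucose against at most 1 per *gpa2* library. From the pathways over-represented among the DEGs unique to each mutant, the paper concludes that Asc1 acts mainly on transcripts of amino acid metabolism and Gpa2 mainly on those of carbohydrate metabolism. With the lists used here the citrate cycle was over-represented among the DEGs of *gpa2* alone. Glycolysis, the pentose phosphate pathway and storage sugars were not.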

**Fig 2:**
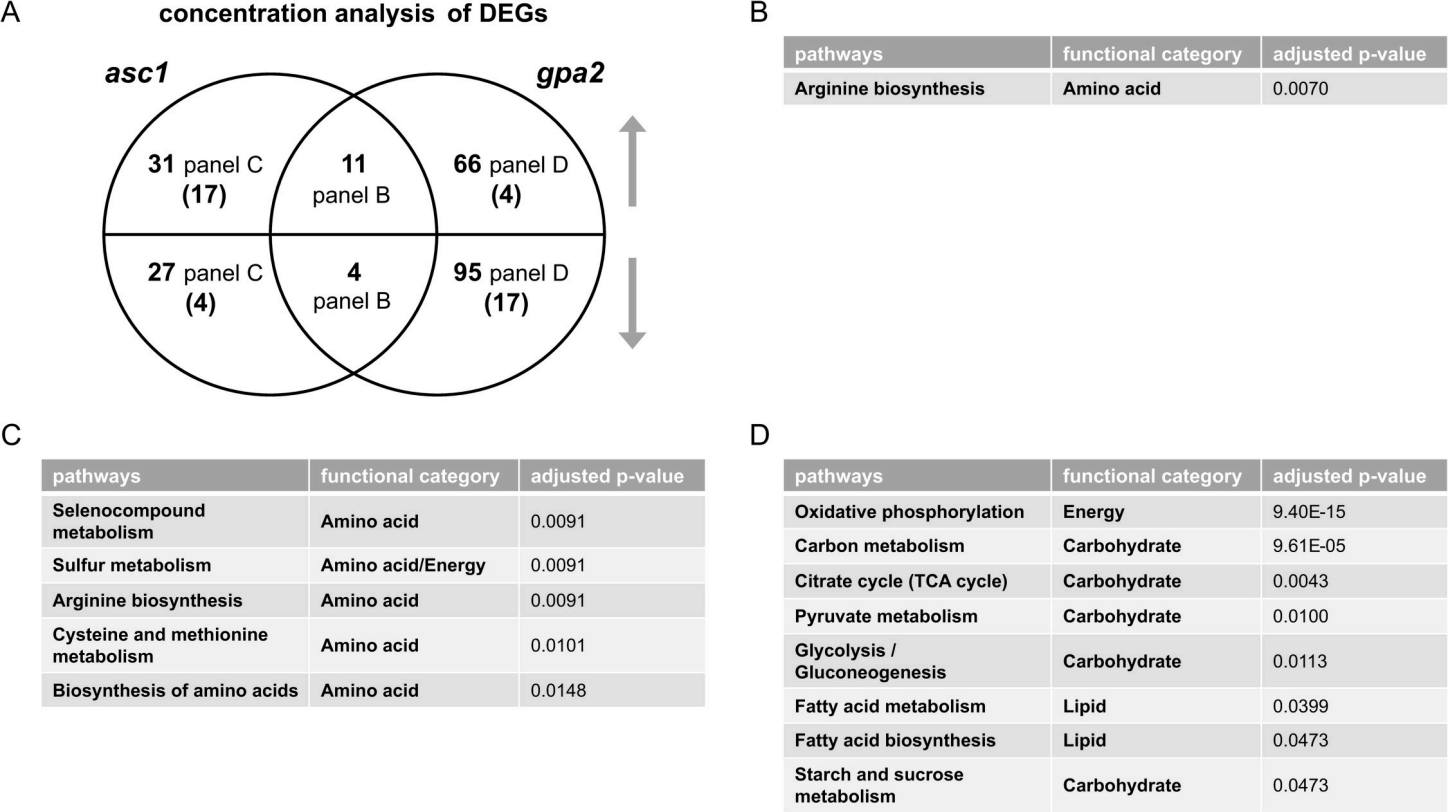
Concentration analysis of differentially expressed genes (DEGs) after glucose addition. A) Venn diagram of subsets of DEGs, for *asc1* and *gpa2* vs. wildtype, after glucose addition to 2%. Upper semicircle shows up-regulated DEGs and lower semicircle shows down-regulated DEGs. Numbers in parenthesis are shared DEGs regulated in the opposite direction, placed in the area corresponding to the direction of regulation. DEGs used for ORA analysis that are B) shared and change in the same direction; C) unique to *asc1*; D) unique to *gpa2*. Listed are all pathways and their functional categories with adjusted p-value <0.05.

We next conducted untargeted metabolomics, followed by metabolite identification/annotations and pathway enrichment analysis, for *gpa2* and *asc1*. When compared to wildtype, *gpa2* cells were enriched in ten pathways including arginine biosynthesis as well as purine and carbohydrate metabolism (Tables 2 and S1), while *asc1* cells were enriched in four pathways including arginine biosynthesis and purine metabolism (Tables 3 and S2). Peak annotations derived from MetaboAnalystR are hereafter referred to as “metabolites”. The Venn diagram shows shared and unique significantly perturbed metabolites (SPMs, defined as those with adjusted p-value <0.05) for each mutant vs. wildtype comparison (Fig 3A and S4 Table). When comparing the two mutants, ORA revealed that those SPMs that changed in the same direction were enriched in pathways related to carbohydrate metabolism: amino sugar and nucleotide sugar metabolism, as well as fructose and mannose metabolism (Fig 3B). Because nucleotide sugars (e.g. UDP-glucose) are substrates for protein and lipid glycosylation, they may reflect preparation for new cell wall synthesis [39]. Glycosylation of the mucin Msb2 is needed to ensure signal fidelity downstream of the filamentous/invasive growth pathway [40]. SPMs perturbed in the opposite direction were enriched in purine metabolism (Fig 3C). The perturbations unique to individual mutants were over-represented for two pathways related to amino acid metabolism (*asc1*, Fig 3D) and two pathways linked to non-glucose carbohydrate metabolism (*gpa2*, Fig 3E). Contrary to what we observed for transcriptomics, pathway enrichment analysis for metabolomics revealed that more pathways were affected by the loss of *GPA2* than by the loss of *ASC1* (Tables 2 and 3). ORA analysis with subsets of SPMs corroborated the trends observed in transcriptomics. Based on these data we conclude that Asc1 mainly affects metabolites related to amino acids, Gpa2 mainly affects carbohydrate metabolism, and the two proteins have opposing effects on purine metabolism. Thus, the metabolomics data presented here mirror the transcriptomics data presented above.

**Fig 3:**
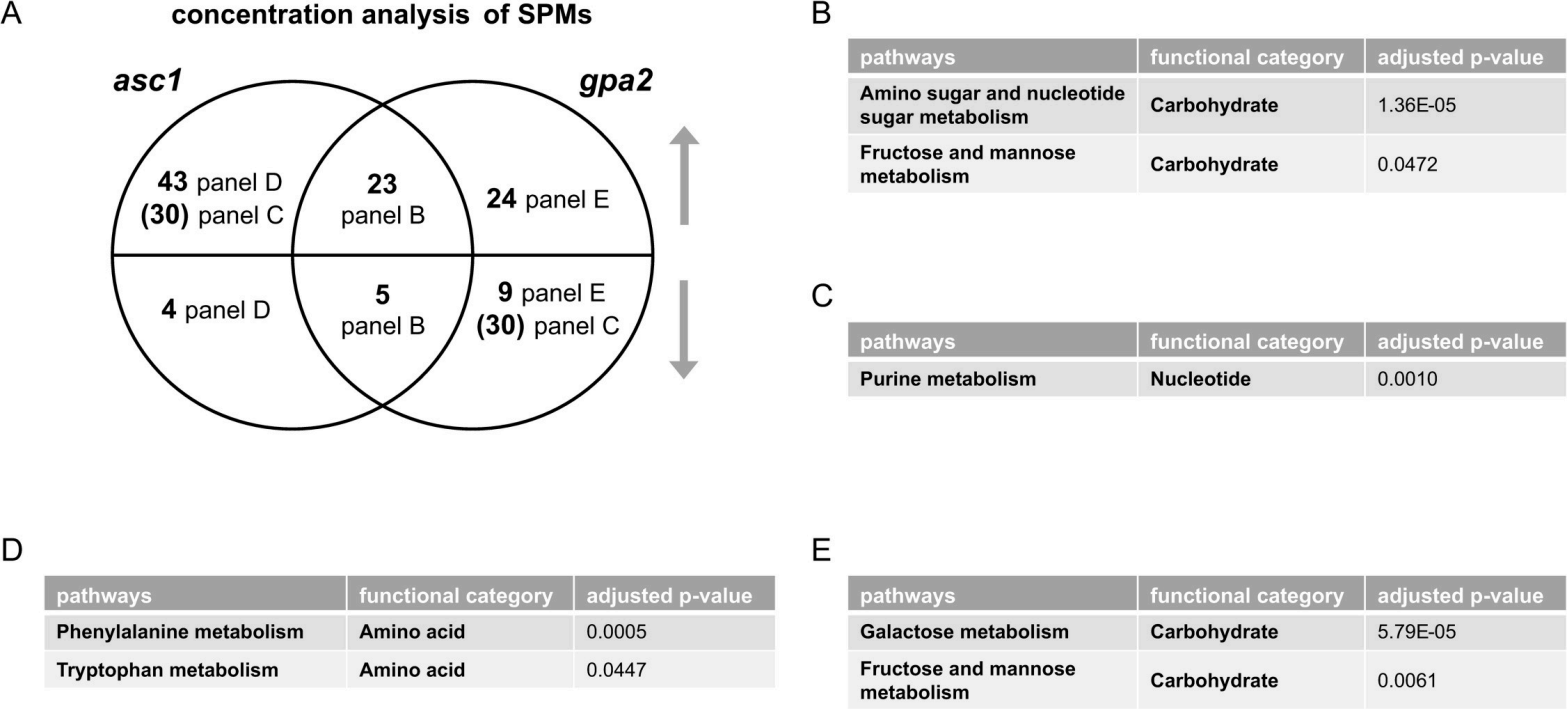
Concentration analysis of significantly perturbed metabolites (SPMs) after glucose addition. A) Venn diagram of subsets of SPMs, for *asc1* and *gpa2* vs. wildtype, after glucose addition. Upper semicircle shows up-regulated SPMs and lower semicircle shows down-regulated SPMs. Numbers in parenthesis are shared SPMs regulated in the opposite direction, placed in the area corresponding to the direction of regulation. SPMs used for ORA analysis that are B) shared and change in the same direction; C) shared and change in the opposite direction; D) unique to *asc1*; E) unique to *gpa2*. Listed are all pathways and their functional categories with adjusted p-value <0.05.

To gain a deeper understanding of the functional relationship between changes in gene transcription and changes in the levels of metabolites, we employed the joint pathway analysis module in MetaboAnalystR. In this application, we input all significantly perturbed genes (DEGs) and significantly perturbed metabolites (SPMs), and queried for those over-represented in KEGG. By integrating the data in this manner, we sought to obtain more information than could be gleaned from transcriptomics and metabolomics separately. Moreover, a protein can impact a single (rate limiting) part of a metabolic pathway and have the same effect as another protein that impacts multiple components. MetaboAnalystR also provides the ‘impact score’ (S1 and S2 Tables), which weighs topological importance of components within a pathway. Because of space limitations, we only focused on the adjusted p-value for each pathway in the integration analysis.

We found that, when compared to wildtype cells, both mutants affected genes or metabolites involved in the synthesis of amino acids (cysteine, methionine, arginine, alanine, aspartic acid and glutamic acid), the metabolism of purines, galactose, amino sugars and nucleotide sugars, as well as genes/metabolites involved in ABC transporters (Tables 2 and 3 and S1 and S2). These results reveal a shared role of Asc1 and Gpa2 in regulating the metabolism of carbohydrates, as expected for any component of the glucose-sensing pathway. In addition, both subunits affected the metabolism of amino acids, particularly branches of that pathway most closely linked to the TCA cycle. Amino acids can be used for energy production in the TCA cycle, which is common when glucose is being syphoned off for anabolic processes such as making nucleotides via the pentose phosphate pathway (S3–S9 Figs). The *gpa2* strain was unique in regulating glycolysis or gluconeogenesis, oxidative phosphorylation, TCA cycle, and the pentose phosphate pathway as well as the metabolism of β-alanine, starch, sucrose, fructose and mannose (Table 2). Thus, it appears that the Gα subunit Gpa2 mainly regulates the conversion of glucose to ATP as well as general carbohydrate metabolism. In contrast, the Gβ subunit Asc1 was unique in regulating a variety of amino acids (Table 3). Thus, it appears that the Gβ subunit specifically regulates the utilization of nitrogen in part through the metabolism of arginine and other amino acids. Notably, most of the changes observed for *gpa2* and *asc1* were also observed in cells lacking their shared activator, the GPCR Gpr1 (S5 Table). 

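At the level of transcripts the *gpr1* strain shared most of the changes of *gpa2* and few of those of *asc1*. Of the 202 DEGs of *gpa2* at high glucose 139 were DEGs of *gpr1* in the same direction, and of the 96 DEGs of *asc1* 7 were higher and 7 lower in *gpr1* as well, while 13 were higher in *asc1* and lower in *gpr1* and 3 the reverse. In *gpr1* 36 of 37 nuclear oxidative phosphorylation genes were lower than in wildtype and none higher at an adjusted p under 0.05 from edgeR (36 over the list alone), at a median log2 fold change of -1.33, and all 9 genes of fatty acid synthesis were lower (9 over the list alone). Both *gpa2* and *gpr1* lacked counts of the mitochondrial ribosomal RNAs 15S and 21S, the latter being at least 107-fold lower in *gpr1* than in wildtype at high glucose, while 504 counts of the 4 *gpr1* libraries lay in the COX1 locus. Whether this common lack bears on the DEGs that the 2 strains share was not tested. Nitrogen catabolite genes were higher, 15 of 24 with 1 lower (15 and 2 over the list alone). Ribosome biogenesis was higher in *gpr1*, 40 of 68 genes with none lower (41 over the list alone), at a median of 0.35. Camera gave an adjusted p of 4.66e-25 for oxidative phosphorylation, 7.09e-07 for fatty acid synthesis, 4.05e-06 for nitrogen catabolite genes and 2.74e-08 for ribosome biogenesis. With an estimated correlation none holds, at adjusted p = 0.185 with an estimated correlation for oxidative phosphorylation and fatty acid synthesis, 0.494 for nitrogen catabolite genes and 0.603 for ribosome biogenesis. Independent lists would share 0.93 and 1.28 DEGs of *asc1* and *gpr1* in the same direction and 2.23 and 0.53 in opposite directions. The covariance of the fold changes of *asc1* and *gpr1* was -0.0121 against 0.015 in the simulated strains. Counts here are of genes, without the metabolites that the paper's integration adds.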

More broadly, the two G protein subunits regulate distinct but complementary processes downstream of the glucose sensing receptor.

To visualize the functional relationship of Gpa2 and Asc1, we projected the inputs of our integration analysis onto the pertinent yeast metabolic pathways in KEGG. It was evident that changes in the *gpa2* strain compared to wildtype were concentrated in regions related to glucose and ATP as well as non-glucose carbohydrates (Figs 4A and S10), while the changes in *asc1* were concentrated in various types of amino acid metabolism (Figs 4B and S11). Both mutants also impacted purine metabolism, but they did so in opposition to one another as detailed above (Fig 3C). These changes mirror the opposing effects of Gpa2 and Asc1 on cAMP. More broadly, these findings highlight the differences between the two G protein subunits and their effects downstream of the glucose-sensing receptor. Whereas Gα regulates carbohydrate utilization, Gβ regulates amino acids.

**Fig 4:**
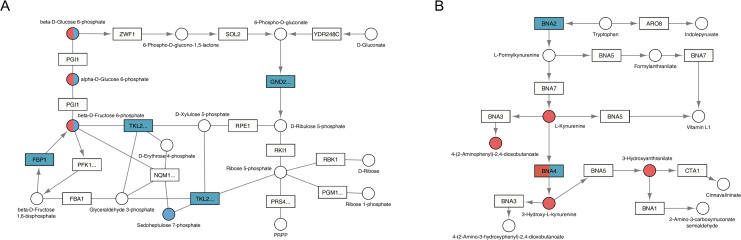
KEGG pathways regulated by *GPA2* or *ASC1* as determined by concentration analysis. The relevant part of a specific KEGG pathway is shown with genes displayed as rectangles and metabolites displayed as circles. KEGG compound name for each metabolite is labeled beside the circle. Standard gene names are labeled inside the rectangle. For enzyme complexes, the gene name for the major component is shown followed with an ellipsis. The directions of irreversible enzymatic reactions are shown by the arrows. Reversible reactions are connected by straight lines. DEGs and SPMs are highlighted in blue (*gpa2*) and red (*asc1*). Shared DEGs and SPMs are colored half blue and half red. A) as compared with *asc1*, *gpa2* affected more components in pentose phosphate pathway (functional category: carbohydrate); B) as compared with *gpa2*, *asc1* affected more components in tryptophan metabolism (functional category: amino acid).

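Among the transcripts of the pentose phosphate pathway, 2 of 16 genes were higher and 0 lower in *gpa2* than in wildtype at high glucose by edgeR (2 over the list alone), and 4 were lower and 0 higher in *asc1* (4 over the list alone). The transketolase gene *TKL2* (YBR117C, chromosome II of R64, 474392 to 476437) and *GND2*, a 6-phosphogluconate dehydrogenase (log2 fold change 1.96, standard error 0.38, adjusted p = 6.56e-04), were the genes higher in *gpa2*, and both were DEGs. In *asc1* none was a DEG, and the lower genes were *PRS5* (-0.36), *SOL3* (-0.56), *TKL1* (-0.39) and *PRS1* (-0.34). *PRS5*, *TKL1* and *PRS1* did not pass with the 4 strains of the paper alone, nor *SOL3*, *TKL1* and *PRS1* without replicate 1 of *asc1*, *SOL3* and *PRS1* without replicate 2 of wildtype, *TKL1* without its replicate 1 and *PRS1* without replicate 2 of *asc1* (adjusted p from 0.0507 to 0.173 from edgeR). The list as a whole was not called by camera in either mutant (adjusted p = 0.563 and 0.0817), and in the direct test 8 of its genes were lower and 1 higher in *asc1* than in *gpa2* (8 and 1 over the list alone). Of 9 genes of kynurenine and tryptophan degradation, 5 were lower in *gpa2* and 0 higher (5 over the list alone), and 3 were lower in *asc1* and 1 higher (4 and 1 over the list alone). The DEGs of this list numbered 3 in *gpa2* and 2 in *asc1*. *BNA2*, which opens the tryptophan ring, was lower in both mutants, at -1.20 (standard error 0.21) in *gpa2* and -0.87 (standard error 0.20) in *asc1* with adjusted p = 2.55e-04 and 0.00336 from edgeR, and in *asc1* it was -0.61 and did not pass without replicate 1 of wildtype. For this list camera gave adjusted p = 0.00126 in *gpa2* and 0.018 in *asc1*, and adjusted p = 0.18 and 0.269 with an estimated correlation. Metabolites, the other part of these maps, were not analysed here.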

MetaboAnalystR is well suited for annotating a large number of signals. A complementary approach is to use our in-house library annotation, which includes retention time (RT), exact mass, and MS/MS library (OL) developed with data acquired for standards run under the same conditions as the study samples, as well as matching to public databases (PD), as described in Supporting Information. Metabolites are reported (S6 Table) based on the confidence in the assignment; for example OL1 is a match to the in-house library by retention time, exact mass, and MS/MS fragmentation, whereas PDa is matched to a public database by mass and experimental MS/MS. The signals identified and annotated by this method yielded pathways that mirrored those obtained using MetaboAnalystR.

In summary, our concentration analysis provides new and complementary information about glucose signaling. In particular, using an integrated transcriptomics and metabolomics approach [41,42], we were able to confirm and consolidate changes seen at the metabolic or transcriptional level alone. For example, the integration analysis confirmed results obtained at the single -omics level; that Gpa2 affects pathways related to carbohydrate utilization while Asc1 affects pathways related to amino acid metabolism. Second, integration analysis revealed information that might have been hidden using single -omics analysis methods. Only when the two datasets were combined did several important pathways meet the threshold of significance. For example, when comparing *gpa2* to wildtype, integration analysis established a substantial and statistically significant role for the Gα protein Gpa2 in glycolysis and gluconeogenesis. Of the fourteen features that emerged from our integrated analysis of this pathway, seven came from metabolomics and seven came from transcriptomics, neither of which met the threshold of significance on its own (Tables 2 and S1). Likewise, when comparing *asc1* to wildtype, integration analysis helped us to establish a specific, substantial and statistically significant role for the Gβ protein Asc1 in cysteine and methionine metabolism (Tables 3 and S2). Since the metabolic pathway is comprised of enzymes (gene products) and metabolites (enzyme products) it is noteworthy that both are regulated in a similar manner, even if the numbers obtained from each analytical method are small. Finally, our integration analysis allowed us to narrow the role for Gpa2 from very general effects on carbohydrate metabolism to a more specific role in regulating glucose and ATP. Conversely, our integration analysis allowed us to show a broader role for Asc1 in amino acid metabolism, one not limited to a specific subset of amino acids.

### Sensitivity analysis

The previous section compares the role of each signaling component in establishing transcript and metabolite concentration after glucose addition. Another way to explore the consequences of glucose sensing is to instead measure changes in response amplitude (sensitivity analysis), defined here as the difference between mutant (high minus low glucose, mutantH-mutantL) and wildtype (high minus low glucose, wtH-wtL). To put this in a biological context, a change in response amplitude reflects the role of a given component (Asc1 or Gpa2) in regulating the *relative* level of metabolites and/or genes, in response to a perturbation. A case in point is the relative change in cAMP after glucose addition, where the fold-change in its abundance is detected by the cell, regardless of the starting concentration. Differences detected using this approach are illustrated in S2B Fig.

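The response to glucose was compared through the interaction of strain and glucose, that is, the log2 change from low to high glucose in a mutant minus that in wildtype, fitted with edgeR over all 68 libraries at both glucose levels and tested on 5894 genes. The largest positive difference in *gpa2* was in *GAP1*, the general amino acid permease (YKR039W, chromosome XI of R64, 515063 to 516871, log2 difference 4.62, standard error 0.65, adjusted p = 6.77e-07), followed by *ARO10*, a decarboxylase of amino acid breakdown (log2 difference 4.56, standard error 0.31, adjusted p = 2.15e-13). The largest negative one was in *AQR1*, a membrane transporter that exports amino acids (log2 difference -6.12, standard error 0.66, adjusted p = 4.90e-09). In *asc1* the proline genes *PUT4* (log2 difference 3.76, standard error 0.75, adjusted p = 3.15e-04) and *PUT1* (log2 difference 3.39, standard error 0.51, adjusted p = 1.04e-05) and *CIT3*, a mitochondrial citrate synthase (3.04), had a more positive response than in wildtype. *TOS6* (log2 difference -4.85, standard error 1.06, adjusted p = 9.86e-04), the nucleolar protein *NSR1* (log2 difference -3.15, standard error 0.58, adjusted p = 1.42e-04) and *GUA1* (log2 difference -2.78, standard error 0.28, adjusted p = 3.54e-08) responded less, and *TOS6* reached -7.69 without replicate 2 of wildtype at low glucose. In *gpr1* the ammonium permease *MEP3* (5.37) had the largest positive difference, *GAP1* (4.2) was among the 5 largest, and *ECM13* (-4.85) had the largest negative one outside retrotransposons. A positive value can come from a higher level at high glucose, a lower level at low glucose, or both.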

We first compared transcriptional changes in wildtype and mutant cells, using the interaction term in DESeq2 [43]. In this analysis we found altered sensitivity for 877 and 587 genes (s-DEGs) when comparing *gpa2* with wildtype and comparing *asc1* with wildtype, respectively. 

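In *gpa2* 866 genes passed the thresholds of an s-DEG, 517 with a more positive and 349 with a more negative response than wildtype, and in *asc1* 570 did, 137 more positive and 433 more negative. In *gpr1* the count was 559, with 334 and 225. In *asc1* 24.0% of the s-DEGs were positive, and genes that glucose raises in wildtype, such as *NSR1* (log2 change 7.66) and *URA7* (7.31), rose less in *asc1* (log2 difference -2.58 for *URA7*). In *gpa2* 59.7% were positive, but this share depends on the scaling. With the RLE size factors of DESeq2 in place of TMM it was 46.3%, with 398 positive and 462 negative s-DEGs, as the median log2 difference over all genes moved from 0.035 to -0.093. Of the 860 s-DEGs under RLE 747 were among the 866. The direction of each gene group reported for *gpa2* was the same under both scalings. At low glucose the 10 most abundant genes took 14.8% and 12.6% of the counts in the *gpa2* libraries and 7.4% and 9.5% in wildtype. Leaving out replicate 2 of wildtype at high glucose left 82 positive s-DEGs in *asc1*. Of the genes in the paper's own lists, 396 of 398 more positive and 347 of 478 more negative s-DEGs of *gpa2* were called here, and 135 of 145 and 431 of 442 of *asc1*.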

In sensitivity analysis we defined s-DEGs as having altered sensitivity changes with an adjusted p-value <0.05, absolute log2 fold-change value >1 and baseMean >100. 

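In *gpa2* genes of protein glycosylation, ergosterol synthesis, tRNA charging and DNA replication had a more positive response to glucose than in wildtype, and genes of storage sugars and chaperones a more negative one. In N-glycan synthesis 15 of 28 genes had a more positive response than in wildtype and 0 a more negative one at an adjusted p under 0.05 from edgeR (15 when adjusted over the list alone), with the oligosaccharyltransferase subunit *OST6* (log2 difference 1.11, standard error 0.18, adjusted p = 1.03e-05) and the mannosyltransferase *ALG1* (0.97) ahead. In ergosterol synthesis 13 of 24 were more positive and 0 more negative (13 and 1 over the list alone), among them *ERG26* (log2 difference 1.9, standard error 0.21, adjusted p = 8.77e-09) and *MVD1* (2.14). Genes of trehalose, glycogen and sucrose were more negative in 9 of 21 and more positive in 1 (9 and 1 over the list alone), with *GSY1* at -2.11 (standard error 0.42), *TPS1*, the trehalose phosphate synthase, at -1.31 (standard error 0.30) and the debranching enzyme *GDB1* at -1.44 (standard error 0.34). Aminoacyl-tRNA synthetases gave 14 of 18 more positive and 0 more negative (15 over the list alone), led by *FRS2* (log2 difference 2.48, standard error 0.24, adjusted p = 3.74e-10), and DNA replication gave 20 of 26 and 0 (21 over the list alone), led by the helicase subunit *MCM3* at 1.58 (standard error 0.19). Chaperones under Hsf1 were more negative in 15 of 16 and more positive in 0 (15 over the list alone), with *HSP60* at -1.41 (standard error 0.23), and at low glucose 15 of them were higher in *gpa2* than in wildtype (15 over the list alone), with *STI1* at 2.88 (standard error 0.33). In the cAMP pathway itself 12 of 18 genes were more negative and 2 more positive (12 and 2 over the list alone), including *IRA2*, which turns Ras off, at -1.74 (standard error 0.20) and *RGS2*, which turns Gpa2 off, at -2.33 (standard error 0.28). Camera gave an adjusted p of 1.62e-04 for N-glycan synthesis, 3.08e-04 for ergosterol, 0.0026 for storage sugars, 2.94e-08 for tRNA synthetases, 1.53e-06 for DNA replication, 1.15e-06 for chaperones and 5.39e-04 for the cAMP pathway. None holds with an estimated correlation, at adjusted p = 0.53 with an estimated correlation for N-glycan synthesis, ergosterol, tRNA synthetases, DNA replication and chaperones, 0.531 for storage sugars and 0.137 for the cAMP pathway. Of 15 ribosomal RNA rows, a sign of RNA handling, 6 were higher in *gpa2* than in wildtype at low glucose (6 over the list alone). A more negative response was called for 6 (6 over the list alone), such as the spacer *ITS1-2* at -2.56 (standard error 0.49). Of all 5894 tested genes 3337 differed at low glucose and 2101 in the response at the same adjusted p, in either direction. These counts therefore do not set the ribosomal RNA rows apart from other genes.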

Using GSEA we determined that Gpa2 regulates the sensitivity of transcripts linked to ten pathways including N-glycan biosynthesis, carbohydrate metabolism and steroid biosynthesis (Tables 4 and S1). These changes are likely related to cell membrane and cell wall biosynthesis, leading to cell division. 

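Without Asc1 the genes that build ribosomes responded less to glucose, and many of them started from a higher level. Of 135 cytosolic ribosomal protein genes 127 had a more negative response than in wildtype and 0 a more positive one at an adjusted p under 0.05 from edgeR (132 when adjusted over the list alone), at a median log2 difference of -1.69. *RPS2* (log2 difference -1.88, standard error 0.23, adjusted p = 1.67e-06) and *RPL15A* (-1.99) were among them. In ribosome biogenesis 61 of 68 were more negative and 0 more positive (66 over the list alone), including the helicase *DRS1* (log2 difference -2.72, standard error 0.40, adjusted p = 7.67e-06), *MPP10* of the small subunit processome (log2 difference -1.5, standard error 0.21, adjusted p = 3.19e-06) and *SDA1* (-2.36). At low glucose 118 of the ribosomal protein genes (121 over the list alone) and 62 of the biogenesis genes (62 over the list alone) were higher in *asc1* than in wildtype and none lower, with *RPS2* at 1.51 (standard error 0.17) and *SDA1* at 2.25 (standard error 0.26). Genes of storage sugars and sucrose went the other way, with 5 of 21 more positive and 0 more negative (9 over the list alone), led by *SUC2* at 2.15 (standard error 0.56) and *GLC3* at 1.39 (standard error 0.36), neither of which passed without replicate 2 of *asc1* at high glucose (1.48 and 0.99), and *SUC2* did not without replicate 2 of wildtype there (1.8). Beta-oxidation genes, which break down fatty acids, had 5 of 12 more positive and 0 more negative (9 over the list alone), with the thioesterase *TES1* at 1.19 (standard error 0.24) and the transporter subunit *PXA1* at 1.6 (standard error 0.36). The galactose regulon had 2 of 7 more positive (5 higher and 1 lower over the list alone), with *GAL3* at 1.35 (standard error 0.30). Camera gave an adjusted p of 1.15e-67 for ribosomal proteins, 3.93e-30 for ribosome biogenesis, 1.53e-04 for storage sugars, 2.39e-05 for beta-oxidation and 0.0294 for the galactose regulon, which was not called with a replicate block by culture (adjusted p = 0.0509). With an estimated correlation these became adjusted p = 0.158 with an estimated correlation for ribosomal proteins, 0.264 for ribosome biogenesis, 0.345 for storage sugars and beta-oxidation and 0.302 for the galactose regulon, and at low glucose adjusted p = 0.303 with an estimated correlation for ribosomal proteins and 0.334 for ribosome biogenesis.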

Asc1 regulates twelve pathways, including ribosome biogenesis and carbohydrate metabolism (Tables 5 and S2). 

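Genes for taking up and degrading nitrogen compounds had a more positive response to glucose in both mutants. Of the s-DEGs, 20 were more positive in both *gpa2* and *asc1* and 10 more negative in both. The arginase gene *CAR1* was more positive in both, at 2.7 (standard error 0.35) in *gpa2* and 2.04 (standard error 0.34) in *asc1*, and so was the proline permease gene *PUT4* of *gpa2*, at 3.54 (standard error 0.76). In arginine synthesis the carbamoyl phosphate synthase gene *CPA1* was more negative in both, at -2.19 (standard error 0.32) and -1.16 (standard error 0.32) (adjusted p = 1.59e-06 and 0.0102 from edgeR), and in *asc1* *CPA1* did not pass with the replicate term left out (adjusted p = 0.0636 from edgeR), with the 4 strains of the paper alone (0.0806) or without any of 4 libraries (-0.81 to -0.99), replicate 1 at low and replicate 2 at high glucose of *asc1* and replicate 1 at high and replicate 2 at low glucose of wildtype. Of the 10 genes of arginine synthesis 1 was more positive and 2 more negative in *gpa2* (1 and 2 over the list alone), and 3 were more negative in *asc1* (4 over the list alone), with *ARG5,6* (*ARG56*) at -1.61 (standard error 0.28). Purine synthesis had 5 of 14 genes more negative and 1 more positive in *gpa2* (5 and 1 over the list alone), and 4 more negative in *asc1* (5 over the list alone), led there by the IMP dehydrogenases *IMD3* at -1.18 (standard error 0.26) and *IMD4* at -1.78 (standard error 0.40). Camera gave adjusted p = 0.0455 for purines in *gpa2* and 0.00131 in *asc1*, and adjusted p = 0.555 and 0.345 with an estimated correlation. For arginine synthesis it gave 0.389 in *gpa2* and 0.00251 in *asc1*, and adjusted p = 0.345 with an estimated correlation in *asc1*. Nitrogen catabolite genes took 12 of the 30 s-DEGs shared in direction (one-sided Fisher's exact test over 5046 genes, adjusted p = 8.13e-22), arginine synthesis took 1 (adjusted p = 0.623 from the same test) and purine synthesis none. In that list 16 of 24 genes were more positive in *gpa2* and 15 in *asc1* (16 and 17 over the list alone), with camera at 2.88e-05 and 1.15e-11, and adjusted p = 0.53 and 0.158 with an estimated correlation. Independent lists would share 14.04 and 29.95 s-DEGs in the 2 directions. Without replicate 1 of wildtype at low glucose the mutants shared 46 s-DEGs in direction. At low glucose the mitochondrial 15S RNA was at least 16.1-fold lower in *gpa2* than in wildtype.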

ORA on the Venn diagram revealed that shared s-DEGs were enriched for arginine and purine metabolism (Fig 5A and 5B and S7 Table). For purine metabolism, the mutants had opposing effects for the concentration analysis (as discussed earlier) but correspondent effects for the sensitivity analysis. This suggests that purine metabolism is an important target of this glucose-sensing pathway and is congruent with the role of glucose as a precursor in purine biosynthesis. s-DEGs unique to *asc1* were over-represented for three pathways related to ribosome, ribosome biogenesis and monobactam biosynthesis (Fig 5C); s-DEGs unique to *gpa2* were over-represented for five pathways linked to amino acid and lipid metabolism (Fig 5D). These results reveal that Gpa2 uniquely affects the sensitivity of genes related to lipid metabolism (processes related to cell membrane synthesis), as well as some amino acids, while Asc1 mainly affects the sensitivity of genes related to ribosome biogenesis (processes related to new protein synthesis).

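Of the s-DEGs of *gpa2* alone, fatty acid synthesis gave 5 of its 9 genes among 749 and was over-represented (one-sided Fisher's exact test, adjusted p = 0.0327). They did not move one way, since 2 of 9 genes of the list were more positive and 4 more negative than in wildtype (2 and 4 over the list alone by edgeR), with the elongase *ELO1* at 1.58 (standard error 0.30), the carboxylase *ACC1* at -1.46 (standard error 0.25) and the desaturase *OLE1* at -2.31 (standard error 0.53). Methionine and sulfur assimilation took 10 of 24 genes (adjusted p = 0.0143 from the same test), with *MUP1*, the methionine permease, at 3.78 (standard error 0.45) and *SAH1* at 2.24 (standard error 0.32). Chaperones under Hsf1 took 14 of 16 (adjusted p = 8.74e-09), aminoacyl-tRNA synthetases 10 of 18 (adjusted p = 0.00148) and cyclins and cell cycle regulators 8 of 18 (adjusted p = 0.0194). Ergosterol genes gave 7 of 24 and were not over-represented (adjusted p = 0.211). Of the 453 s-DEGs of *asc1* alone, 118 of 134 cytosolic ribosomal protein genes (adjusted p = 1.77e-109), 56 of 67 of ribosome biogenesis (adjusted p = 1.05e-47) and 7 of 18 of RNA polymerases I and III (adjusted p = 0.00851) were over-represented. The exact test counts genes as independent, although members of a list can move together. Camera with an estimated correlation called 0 lists for the response of either mutant. In the test of the difference between the mutants' responses, 449 of the 455 genes more positive and 286 of the 294 more negative in *gpa2* alone passed at an adjusted p under 0.05 from edgeR, as did 68 of 72 and 351 of 381 in *asc1* alone. From the pathways of the s-DEGs unique to each mutant, the paper concludes that Gpa2 acts on the sensitivity of lipid and some amino acid genes and Asc1 mainly on that of ribosome biogenesis.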

**Fig 5:**
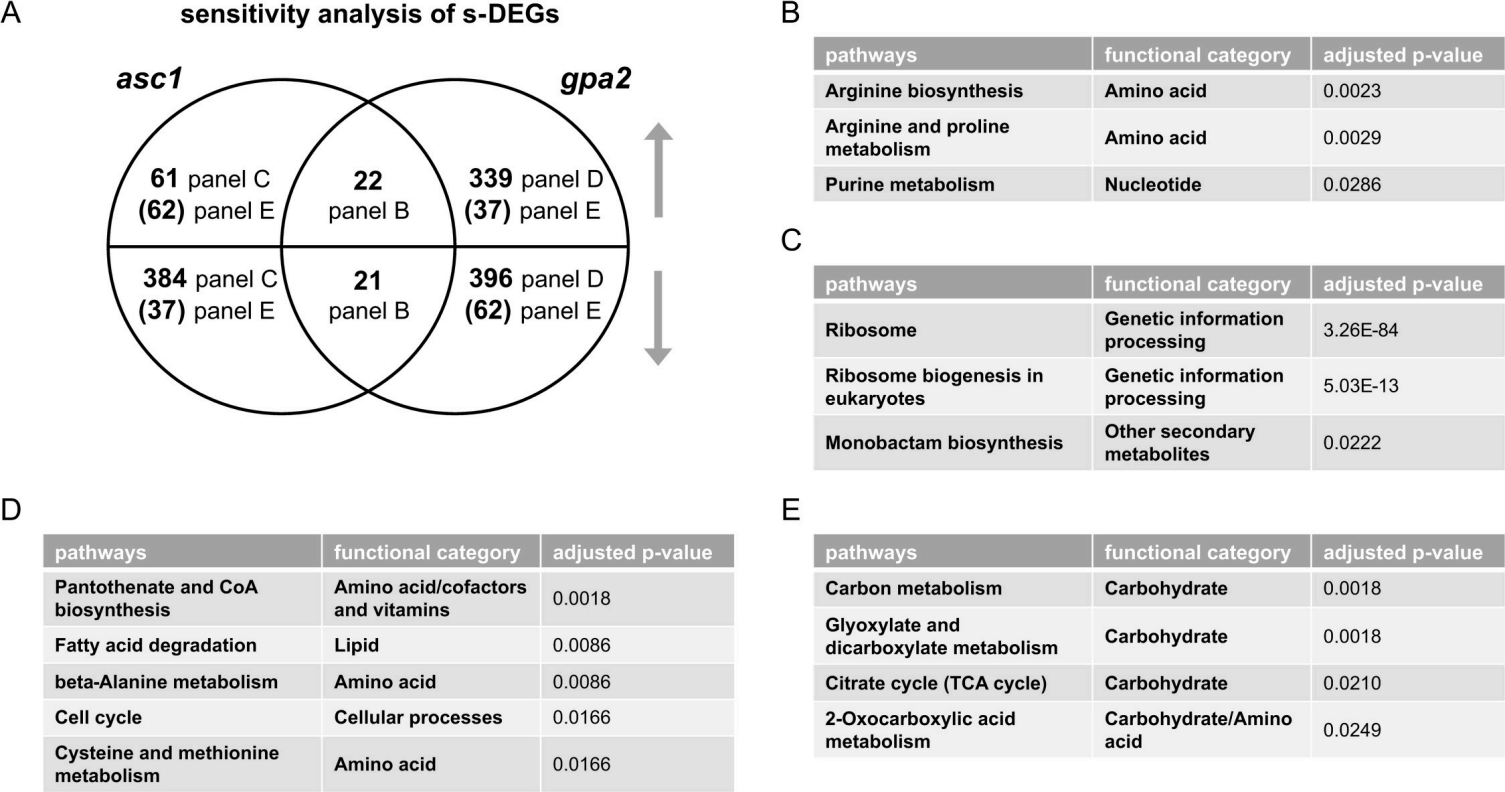
Sensitivity analysis of differentially expressed genes (s-DEGs) after glucose addition. A) Venn diagram of subsets of s-DEGs, before and after glucose addition for each mutant (mutantH-mutantL) and wildtype (wtH-wtL). Upper semicircle shows up-regulated s-DEGs and lower semicircle shows down-regulated s-DEGs. Numbers in parenthesis are shared s-DEGs regulated in the opposite direction, placed in the area corresponding to the direction of regulation. Subset of s-DEGs used for ORA analysis that are B) shared and change in the same direction; C) unique to *asc1*; D) unique to *gpa2*; E) shared and change in the opposite direction. Listed are all pathways and their functional categories with adjusted p-value <0.05.

While each of the mutants had unique effects, there were an additional 99 s-DEGs regulated by both mutants but in opposite directions (S7 Table). 

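The responses of the mutants were opposed for 87 genes, 45 with a more positive response in *asc1* and a more negative one in *gpa2*, and 42 the reverse. The test of the difference between the mutants passed for all 87 by edgeR. This adds little, since these genes were chosen for opposite differences in the same fit. The 45 include *GSY1* of glycogen synthesis, at 1.38 (standard error 0.41) in *asc1* against -2.11 in *gpa2*, and *CIT3*, at -2.85 in *gpa2*. Among the 42 were *FKS1*, a glucan synthase of the cell wall, at 2.17 in *gpa2* and -1.68 in *asc1*, and the phosphate transporter gene *PHO84*, at 2.81 and -2.09. *FKS1* and *PHO84* were chosen after their values were seen, and *GSY1* in *asc1* did not pass without replicate 2 of *asc1* at high glucose (0.93), its replicate 1 at low glucose (1.27) or replicate 1 of wildtype at high glucose (1.22). Independent lists would give 9.48 and 44.36 genes, so that the 42 were not more than these. Over 5046 genes the differences in response of *gpa2* and *asc1* had a Pearson correlation of -0.255 and a covariance of -0.1544, against 0.498 and 0.0526 in simulated unchanged strains, and 35.6% had the same sign against 66.4% there.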

Whereas ORA in concentration analysis revealed opposing effects for a small group of DEGs related to transposon elements, ORA in sensitivity analysis revealed opposing effects for s-DEGs related to carbohydrate metabolism (Fig 5E). 

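Among the 87 opposed s-DEGs 2 of 19 genes of trehalose, glycogen and sucrose appeared, *GSY1* and *GSY2*, which was not over-represented (one-sided Fisher's exact test, adjusted p = 0.853), and no retrotransposon gene was among them. As a whole list, storage sugars and sucrose differed between the mutants in their response, with 16 of 21 genes more positive in *asc1* than in *gpa2* and 0 more negative at an adjusted p under 0.05 from edgeR (17 over the list alone). Hexose transporters had 8 of 12 more positive and 0 more negative (8 over the list alone). The median log2 differences were 1.28 and 2.2, and camera gave adjusted p = 2.78e-05 and 0.0153, and adjusted p = 0.347 with an estimated correlation for each.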

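Of the 45 genes with a more positive response in *asc1* and a more negative one in *gpa2*, 42 fell and 1 rose with glucose in wildtype, at a median log2 change of -3.22. At low glucose all 45 were higher in *gpa2* than in wildtype at an adjusted p under 0.05 from edgeR, at a median log2 difference of 1.79, while at high glucose 7 were higher and 4 lower, at a median of 0.07. The glycogen synthase gene *GSY1* was higher by 1.79 (standard error 0.29) at low glucose in *gpa2*. In *asc1* 26 of the 45 were lower at low glucose, at a median of -0.68, and 27 were higher at high glucose, at a median of 0.71. Past the fold change threshold, 40 genes differed at low glucose alone in *gpa2*, and in *asc1* 15 did so at low glucose alone, 15 at high glucose alone and 1 at both. Over all genes 494 were higher and 696 lower in *gpa2* than in wildtype at low glucose, a share of 41.5% higher that was 51.7% with RLE size factors.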

For the 62 s-DEGs that were up-regulated in *asc1* and down-regulated in *gpa2*, most were due to a change in basal expression (at low glucose) (S12 Fig). 

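In wildtype the other 42 genes all rose with glucose, at a median log2 change of 3.15. In *gpa2* 41 of them were lower than in wildtype at low glucose by edgeR, at a median of -1.65, and at high glucose 8 were lower and 2 higher, at a median of -0.15. In *asc1* 37 were higher at low glucose, at a median of 1.09, and at high glucose 16 were lower and 4 higher, at a median of -0.27. Past the fold change threshold 39 genes differed at low glucose alone in *gpa2*, 1 at high glucose alone and 1 at both. In *asc1* 23 differed at low glucose alone and 3 at high glucose alone. At low glucose *FKS1* stood at -3.20 (standard error 0.29) in *gpa2* and 1.08 (standard error 0.25) in *asc1*, and *PHO84* at -2.58 (standard error 0.34) and 2.14 (standard error 0.32). In *asc1* *FKS1* was 0.81 and did not pass without replicate 2 of wildtype.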

For the remaining 37 s-DEGs the pattern was more complex, with mutants affecting basal expression or induced expression or both (S13 Fig).

We then performed generalized linear modeling to detect significant differences in metabolite/peak levels, comparing (wtH-wtL) and (mutantH-mutantL), followed by pathway enrichment analysis in MetaboAnalystR, as detailed above. By this approach we determined that the *gpa2* strain was primarily enriched for carbohydrate-related pathways, while *asc1* was enriched for pathways involved in lysine, cysteine, and methionine metabolism (Tables 4 and 5 and S1 and S2). Here we define s-SPMs as those with an adjusted p-value <0.05. ORA indicates that the s-SPMs unique to *gpa2* were enriched for steroid biosynthesis (Fig 6A and 6B and S8 Table). These results confirm the role of Gpa2 in lipid metabolism, as shown above. Most notably, the mutants had opposing effects on the sensitivity of an additional 42 compounds primarily related to carbohydrate metabolism (Fig 6C), consistent with the opposing effects of *gpa2* and *asc1* revealed through transcriptomics (Fig 5E).

**Fig 6:**
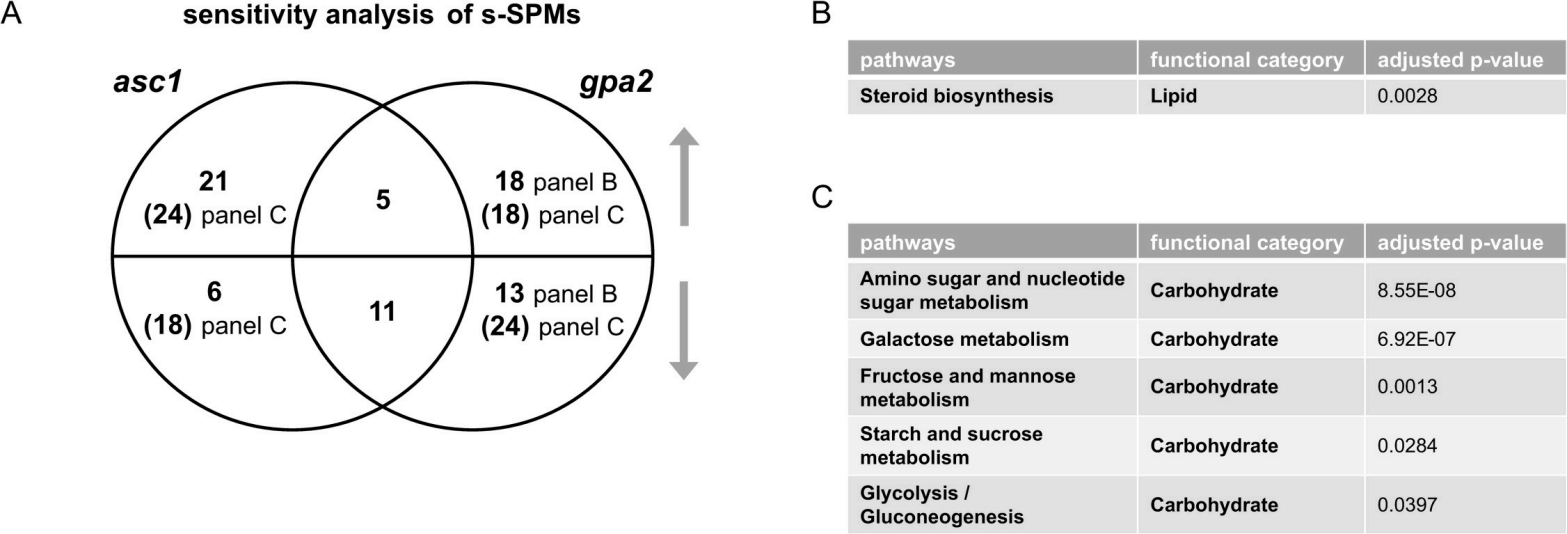
Sensitivity analysis of significantly perturbed metabolites (s-SPMs) after glucose addition. A) Venn diagram of subsets of s-SPMs, before and after glucose addition for each mutant (mutantH-mutantL) and wildtype (wtH-wtL). Upper semicircle shows up-regulated s-SPMs and lower semicircle shows down-regulated s-SPMs. Numbers in parenthesis are shared s-SPMs regulated in the opposite direction, placed in the area corresponding to the direction of regulation. Subset of s-SPMs used for ORA analysis that are B) unique to *gpa2*; C) shared and changed in the opposite direction. Shared s-SPMs changed in the same direction and s-SPMs unique to *asc1* are not over-represented in any pathway and are therefore not shown. Listed are all pathways and their functional categories with adjusted p-value <0.05.

The results above reveal important differences between the two G protein subunits, as determined by concentration and sensitivity analysis. In general, the two mutants responded in opposing ways to glucose addition, and did so at both the metabolic and transcriptional levels. Across all gene level comparisons, only arginine metabolism was affected similarly by the two mutants (Figs 2 and 5). 

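Of the lists tested here, camera called 2 in both mutants and both analyses with one direction throughout, purine synthesis and the genes under nitrogen catabolite repression. Neither call holds in any of these 4 comparisons, at adjusted p = 0.0937 to 0.555 with an estimated correlation. The second list holds the arginase gene *CAR1* (YPL111W, chromosome XVI of R64, 339944 to 340945) beside permeases and the allantoin genes. Its 24 genes were also more positive in the response of *gpr1*, 15 of them with 1 more negative at an adjusted p under 0.05 from edgeR (17 and 2 over the list alone), at a median log2 difference of 1.98 (camera, adjusted p = 4.90e-08, and adjusted p = 0.258 with an estimated correlation). In *gpa2* its median log2 fold change was 1.04 at high glucose, led by *UGA1*, which degrades GABA (log2 fold change 1.30, standard error 0.11, adjusted p = 4.92e-08), and in *asc1* it was 1.08. At low glucose 11 of these genes were lower and 3 higher in *gpa2* (11 and 3 over the list alone), and 12 lower in *asc1* (12 over the list alone). Purine synthesis was lower at high glucose, with 10 of 14 genes lower in *gpa2* and 1 higher (12 and 1 over the list alone, camera adjusted p = 1.53e-06, and adjusted p = 0.224 with an estimated correlation). In *gpr1* the mitochondrial 21S RNA was at least 145-fold lower than in wildtype at low glucose.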

Given the opposing roles of Asc1 and Gpa2 in other processes it is noteworthy that aspects of arginine metabolism were also affected, and in the same direction, by a mutant lacking the shared activator Gpr1 (S5 Table). 

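*AGP1* encodes an amino acid permease (YCL025C, chromosome III of R64, 76018 to 77919), *MEP1* an ammonium permease (YGR121C, chromosome VII of R64, 731449 to 732927), *DAL2* the allantoicase of allantoin breakdown (YIR029W, chromosome IX of R64, 410807 to 411838) and *GDH1* the glutamate dehydrogenase that assimilates ammonium (YOR375C, chromosome XV of R64, 1041678 to 1043042). At high glucose the normalized count of *AGP1* was 3.38 ± 1.6 times that of the wildtype library of the same replicate in *gpa2*, 2.39 ± 1.19 times in *asc1* and 3.08 ± 1.25 times in *gpr1* (SD, n = 2 for these and the next values, with adjusted p = 2.97e-05, 0.0015 and 4.58e-05 from edgeR). *MEP1* reached 4.51 ± 3.13, 2.42 ± 1.19 and 4.77 ± 2.45 times wildtype (adjusted p = 2.05e-05, 0.00478 and 5.34e-06 from edgeR). *DAL2* reached 3.39 ± 3.04, 2.33 ± 0.66 and 4.05 ± 3.03 times (adjusted p = 0.0114, 0.0298 and 0.00121 from edgeR), and *GDH1* 2.26 ± 1.06, 2.41 ± 1.12 and 2.28 ± 1.15 times (adjusted p = 0.00302, 0.00218 and 0.00218 from edgeR). The wildtype replicates had 4935.1 and 2698.6 normalized counts of *AGP1* and 457.2 and 126.8 of *DAL2*. Without replicate 2 of wildtype at high glucose *DAL2* in *gpa2* and *asc1* (log2 fold changes 0.70 and 0.54), *MEP1* in *asc1* (0.68) and *GDH1* in *gpa2*, *asc1* and *gpr1* (0.70, 0.79 and 0.70) no longer passed. *DAL2* also did not pass without replicate 2 of *gpa2* (0.79) or replicate 1 of *asc1* (0.56), or, in either mutant, with the 4 strains of the paper alone or without the replicate term (adjusted p from 0.0744 to 0.132 from edgeR), and without replicate 1 of wildtype *DAL2* rose to 2.15 in *gpa2*, 1.99 in *asc1* and 2.51 in *gpr1*, which was 1.05 without its replicate 2, and *MEP1* to 1.68 in *asc1*.

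**Figure D3:**
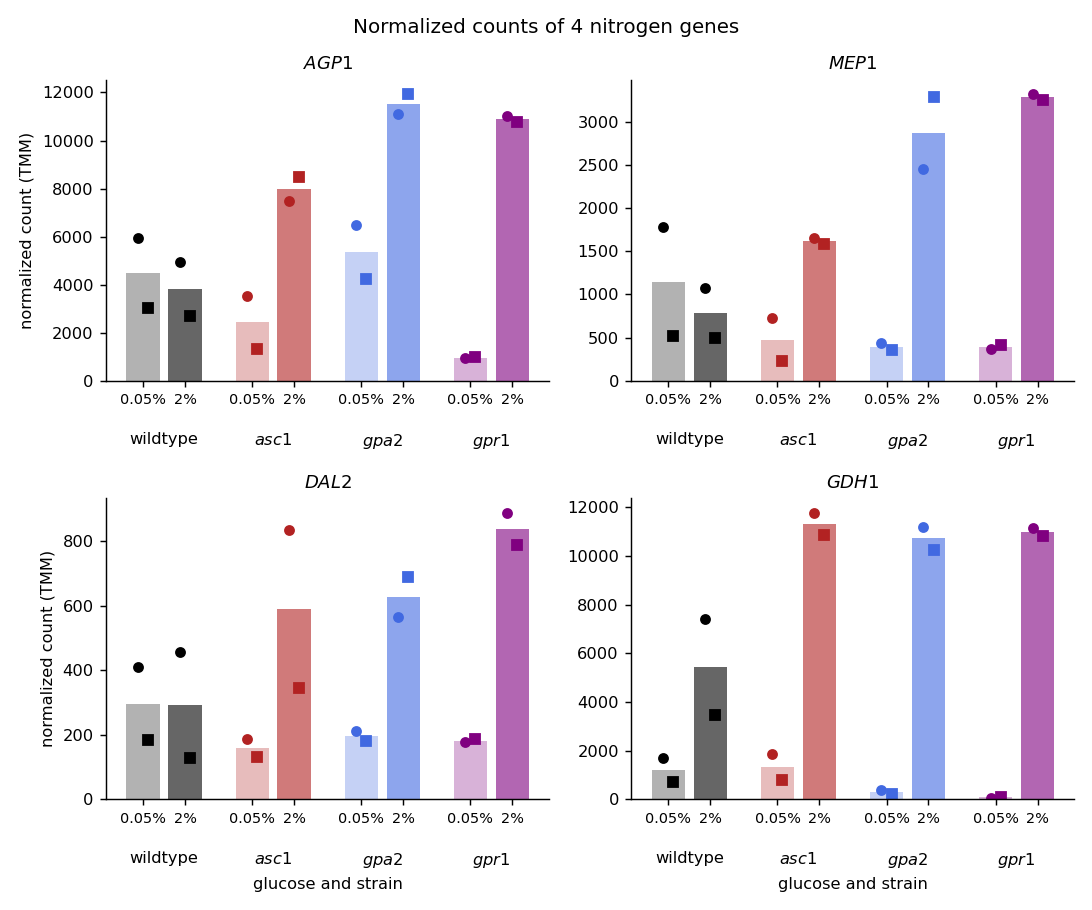
Normalized counts (TMM, vertical axes) of *AGP1*, *MEP1*, *DAL2* and *GDH1* in wildtype, *asc1*, *gpa2* and *gpr1* at 0.05% and 2% glucose (horizontal axes). Circles are replicate 1, squares replicate 2 and bars their mean. At 2% glucose the means of *AGP1* are 3816.8 in wildtype, 7998.3 in *asc1*, 11522.2 in *gpa2* and 10893.6 in *gpr1*.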

More specifically, all three mutants led to significant induction of four genes (*AGP1*, *MEP1*, *DAL2*, and *GDH1*) ten minutes after glucose addition.

Quantifiable changes in these gene transcripts may prove useful as reporters of glucose-mediated GPCR signaling. Accordingly, we performed qPCR to quantify the expression level of these four genes before and ten minutes after glucose addition in wildtype and all three mutants: *asc1*, *gpa2* and *gpr1*. As shown in Fig 7, all four genes responded as expected based on our RNA-seq data. Of these, the best performing transcript was *AGP1*, which was significantly induced (adjusted p<0.05) after only ten minutes, in all three mutants compared to wildtype (S9 Table), as determined by both concentration (Fig 7A and 7B) and sensitivity analysis (Fig 7C and 7D). 

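In the RNA-seq data the rise from low to high glucose, taken as a difference of normalized counts and set over the wildtype count at high glucose, was larger than in wildtype for *MEP1* by 4.24 ± 2.39 in *gpa2*, 2.15 ± 0.875 in *asc1* and 4.58 ± 1.65 in *gpr1* (SD, n = 2 for all values of this kind). For *DAL2* it was larger by 2.57 ± 2.68, 1.74 ± 0.598 and 3.33 ± 2.66, and for *GDH1* by 1.39 ± 0.999, 1.34 ± 1.09 and 1.51 ± 1.11. These values were set over the wildtype count of the same replicate, and over the mean wildtype count *DAL2* stood at 1.49 in *gpa2*, 1.5 in *asc1* and 2.27 in *gpr1*. As a difference of log2 changes *MEP1* stood at 3.41 in *gpa2*, 2.36 in *asc1* and 3.54 in *gpr1* (adjusted p = 4.51e-06, 0.00109 and 3.39e-06 from edgeR), and *DAL2* at 1.75, 1.89 and 2.23 (adjusted p = 0.00131, 0.00118 and 1.07e-04 from edgeR). *GDH1* stood at 2.98 in *gpa2* and 4.75 in *gpr1* (adjusted p = 2.38e-07 and 4.00e-11 from edgeR), and at 1.00 (standard error 0.38) in *asc1*, where it did not pass (adjusted p = 0.0629 from edgeR). That last value was 1.47 without replicate 1 of *asc1* at low glucose, 1.37 without replicate 1 of wildtype at high glucose and 1.35 without replicate 2 of wildtype at low glucose, and it passed in each case, as it did at 1.02 with a replicate block by culture (adjusted p = 0.0313 from edgeR) and at 1.01 with the Wald test of DESeq2 (adjusted p = 0.0398), while it was 0.51 without replicate 1 of wildtype and 0.64 without replicate 2 of *asc1* at low glucose. *MEP1* in *asc1* was 1.51 without replicate 1 of wildtype at low glucose. *DAL2* in *gpa2* was 2.64 without replicate 1 of wildtype at high glucose, and *DAL2* in *asc1* did not pass with the 4 strains of the paper alone (adjusted p = 0.0519 from edgeR). The RT-qPCR measurements were not analysed here.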

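For *AGP1* the difference in induction, in units of the wildtype count at high glucose, was 2.06 ± 1.3 in *gpa2*, 1.89 ± 1.25 in *asc1* and 3.0 ± 1.06 in *gpr1* (SD, n = 2). On the log2 scale its response exceeded that of wildtype by 1.39 (standard error 0.40) in *gpa2*, 2.07 (standard error 0.41) in *asc1* and 3.72 (standard error 0.42) in *gpr1* (adjusted p = 0.00692, 2.99e-04 and 1.63e-08 from edgeR). In *gpr1* the starting level was low, 958.8 normalized counts at low glucose against 4475.8 in wildtype, 2424.5 in *asc1* and 5357.0 in *gpa2*. The call in *gpa2* did not pass without the replicate term, with the 4 strains of the paper alone, without replicate 2 of *gpa2* at high glucose (log2 difference 1.06) or without replicate 1 of wildtype at low glucose (1.11), at an adjusted p of 0.0876 at most from edgeR. Of the 24 comparisons of the 4 genes, in 3 mutants and both analyses, 23 were higher than wildtype at an adjusted p under 0.05, and 17 were without replicate 2 of wildtype at high glucose.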

*AGP1* encodes a broad-specificity, low-affinity amino acid permease, located at the plasma membrane [44]. Longer time courses should lead to even larger cumulative changes indicative of GPCR signaling.

**Fig 7:**
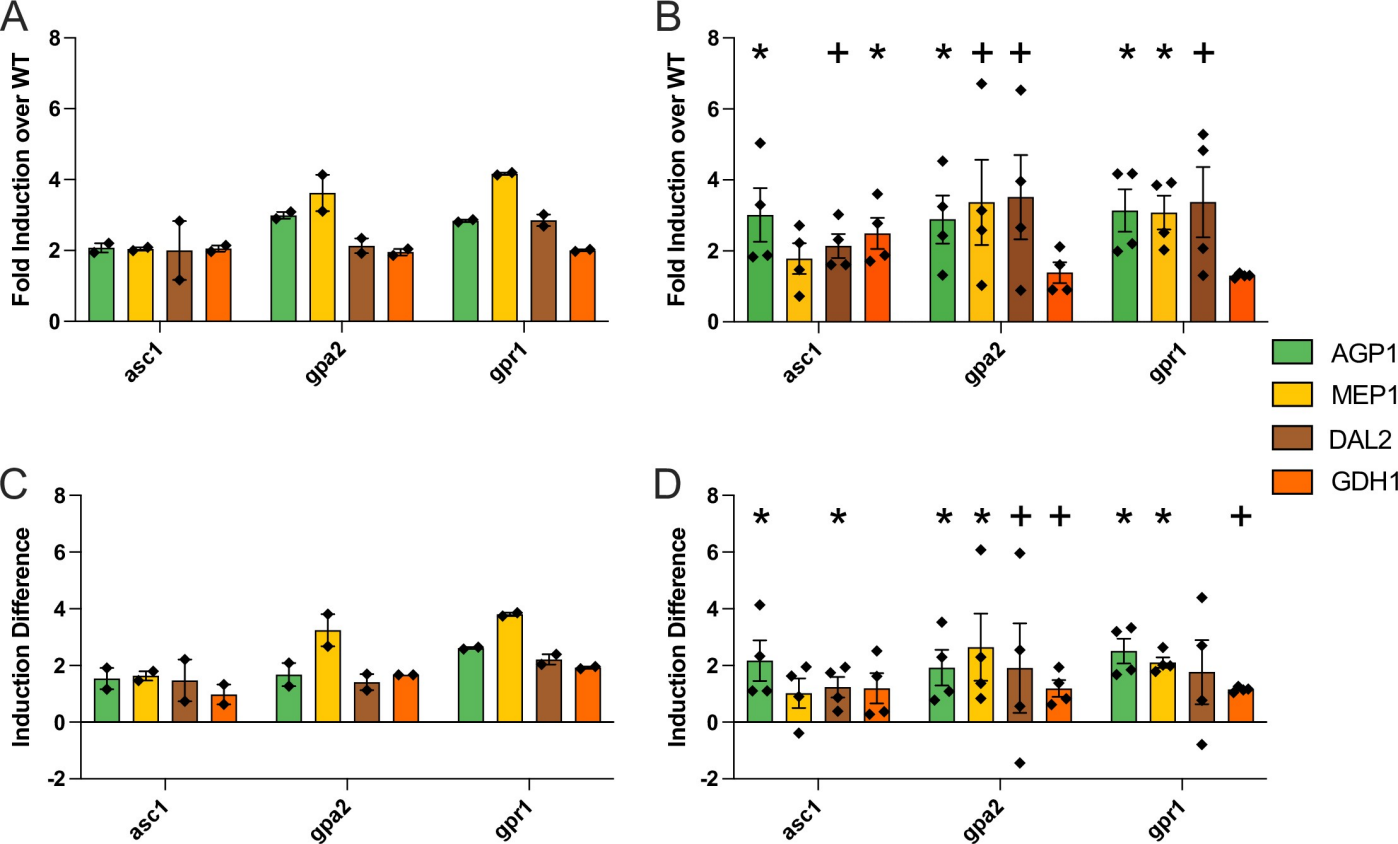
qPCR and RNA-seq analysis. A, B) Bar plots of concentration analysis results of A) RNA-seq data and B) qPCR data for *AGP1* (green), *MEP1* (yellow), *DAL2* (brown) and *GDH1* (orange). X-axes show mutants; Y-axes show fold induction over wildtype. C, D) Bar plots of sensitivity analysis results of C) RNA-seq data and D) qPCR data for *AGP1* (green), *MEP1* (yellow), *DAL2* (brown) and *GDH1* (orange). X-axes show mutants; Y-axes show change in induction between low and high glucose treatment. Error bars, standard error of the mean of biological replicates. Significance marks for qPCR analysis are as follows: p <0.05(*), p <0.15(+) by Mann-Whitney U test and adjusted with the Benjamini-Hochberg procedure.

We then applied integration analysis and found that both mutants affected genes or metabolites involved in the pentose phosphate pathway, as well as purine and galactose metabolism (Tables 4 and 5 and S1 and S2). The *gpa2* strain uniquely regulated a variety of cellular functions (Table 4), while *asc1* uniquely regulated ribosome function as well as arginine metabolism (Table 5). Thus, the relationship of Asc1 to amino acids and ribosome function is reflected in both concentration and sensitivity analysis. By concentration analysis, the effects of *gpa2* were primarily related to carbohydrate metabolism, while sensitivity analysis revealed a greater diversity of processes including amino acids and lipids, in addition to carbohydrates. This indicates that while Gpa2 is crucial in maintaining carbohydrate metabolism, it also interacts with genes and metabolites related to other non-carbohydrate species to ensure their proper response amplitude upon sugar addition. Taken together, it is evident that concentration and sensitivity analysis provide information that is complementary and biologically meaningful.

Finally, in order to visualize the functional relationship of Gpa2 and Asc1, we projected the inputs of our integration analysis onto pertinent yeast metabolic pathways in KEGG. It is evident that Gpa2 affects the sensitivity of a larger number of genes and metabolites, as compared with Asc1 (S14 Fig). 

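At the level of genes the response to glucose gave more s-DEGs in *gpa2* than in *asc1*. Genes of the mitochondrial genome held 2 counts in total over the 4 *gpa2* libraries, against 1363 over those of wildtype. Whether this near absence bears on the s-DEGs of *gpa2* was not tested, so their number cannot be assigned to the loss of Gpa2 alone. Of the s-DEGs, 749 in *gpa2* and 453 in *asc1* passed in that mutant alone. In the direct test 1795 genes differed between the responses of *asc1* and *gpa2*, 663 more positive and 1132 more negative in *asc1* (806 and 983 with RLE size factors). The methionine genes *CYS3* (3.05) and *MUP1*, the stress gene *HSP30* (-5.47) and the helicase subunit *MCM5* (1.69) were among those of *gpa2*. *HSP30* was -2.95 without replicate 1 of wildtype at high glucose and then did not pass. Leaving out each library in turn gave 773 to 978 s-DEGs for *gpa2* and 460 to 675 for *asc1*.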

The effects of *gpa2* were pervasive and included glucose, other carbohydrates, lipids, amino acids and purine nucleotides (Figs 8A and S14). In contrast, the effects of *asc1* centered on pentose phosphate, purine and arginine metabolism (S15 Fig). In addition, and as anticipated given its role in ribosome assembly, *asc1* uniquely affected processes related to RNA polymerase and ribosome biogenesis (Fig 8B and Table 5). These findings reveal that, although the two G protein subunits each had substantial effects by concentration analysis, the Gα subunit had by far the largest effect on sensitivity analysis. Collectively, and as summarized in Fig 9, these data indicate that Gpa2 affects the amplitude of the response to glucose, and does so for an especially large group of genes and metabolites.

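Subunits of RNA polymerases I and III, which transcribe rRNA and tRNA, responded less to glucose in *asc1*, 9 of 19 with none responding more at an adjusted p under 0.05 from edgeR (13 over the list alone). *RPA34* (log2 difference -2.41, standard error 0.38, adjusted p = 2.11e-05) and *RPA135* (log2 difference -2.32, standard error 0.39, adjusted p = 3.95e-05) of polymerase I and *RPC53* of polymerase III (-1.51) led them. In the direct test 12 responded less in *asc1* than in *gpa2* and 0 more (12 over the list alone). In ribosome biogenesis *YTM1* (log2 difference -2.26, standard error 0.33, adjusted p = 8.56e-06) was another gene with a weaker response in *asc1*, and 56 of 68 genes of that list and 132 of 135 ribosomal proteins responded less in *asc1* than in *gpa2* (56 and 133 over the list alone). Camera gave an adjusted p of 1.81e-07 for the polymerases in *asc1*, and adjusted p = 0.312 with an estimated correlation. Between the mutants it gave 0.0142 for the polymerases, 2.09e-07 for ribosome biogenesis and 3.34e-27 for ribosomal proteins, and adjusted p = 0.48, 0.468 and 0.347 with an estimated correlation.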

**Fig 8:**
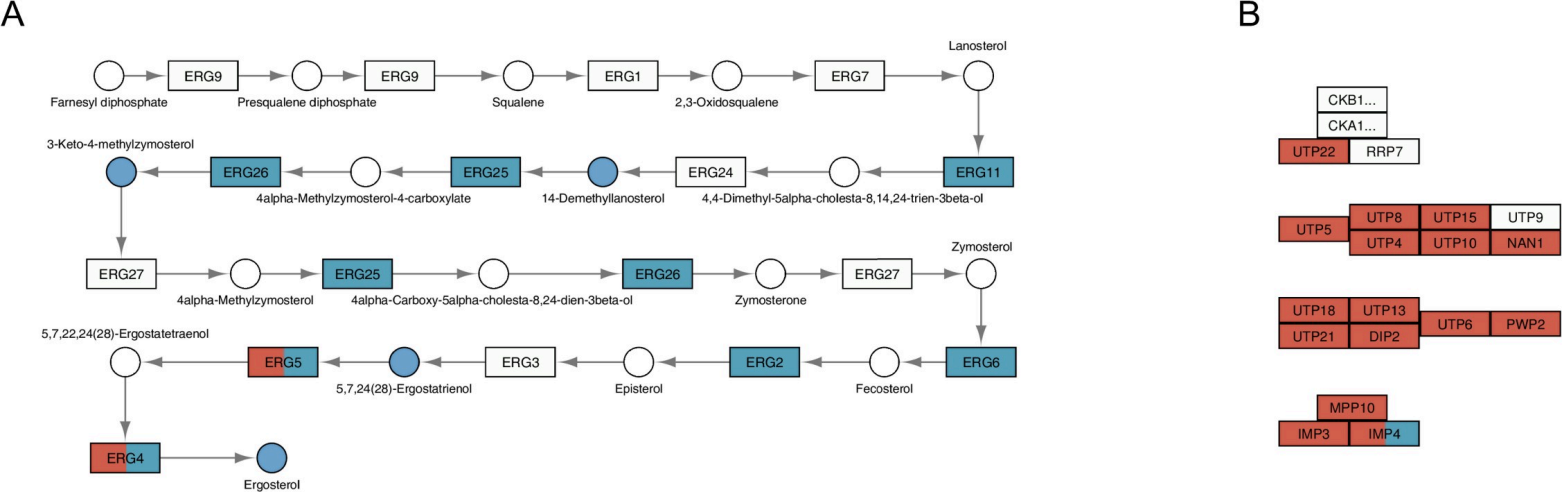
KEGG pathways regulated by *GPA2* or *ASC1* as determined by sensitivity analysis. The relevant part of a specific KEGG pathway is shown with genes displayed as rectangles and metabolites displayed as circles. KEGG compound name for each metabolite is labeled beside the circle. Standard gene names are labeled inside the rectangle. For enzyme complexes, the gene name for the major component is shown followed with an ellipsis. The directions of irreversible enzymatic reactions are shown by the arrows. Reversible reactions are connected by straight lines. s-DEGs and s-SPMs are highlighted in blue (*gpa2*) and red (*asc1*). Shared s-DEGs and s-SPMs are colored half blue and half red. A) as compared with *asc1*, *gpa2* affected more components in steroid biosynthesis (functional category: lipid); B) as compared with *gpa2*, *asc1* affected more components in ribosome biogenesis (showing 90S pre-ribosome components, functional category: genetic information processing).

**Fig 9:**
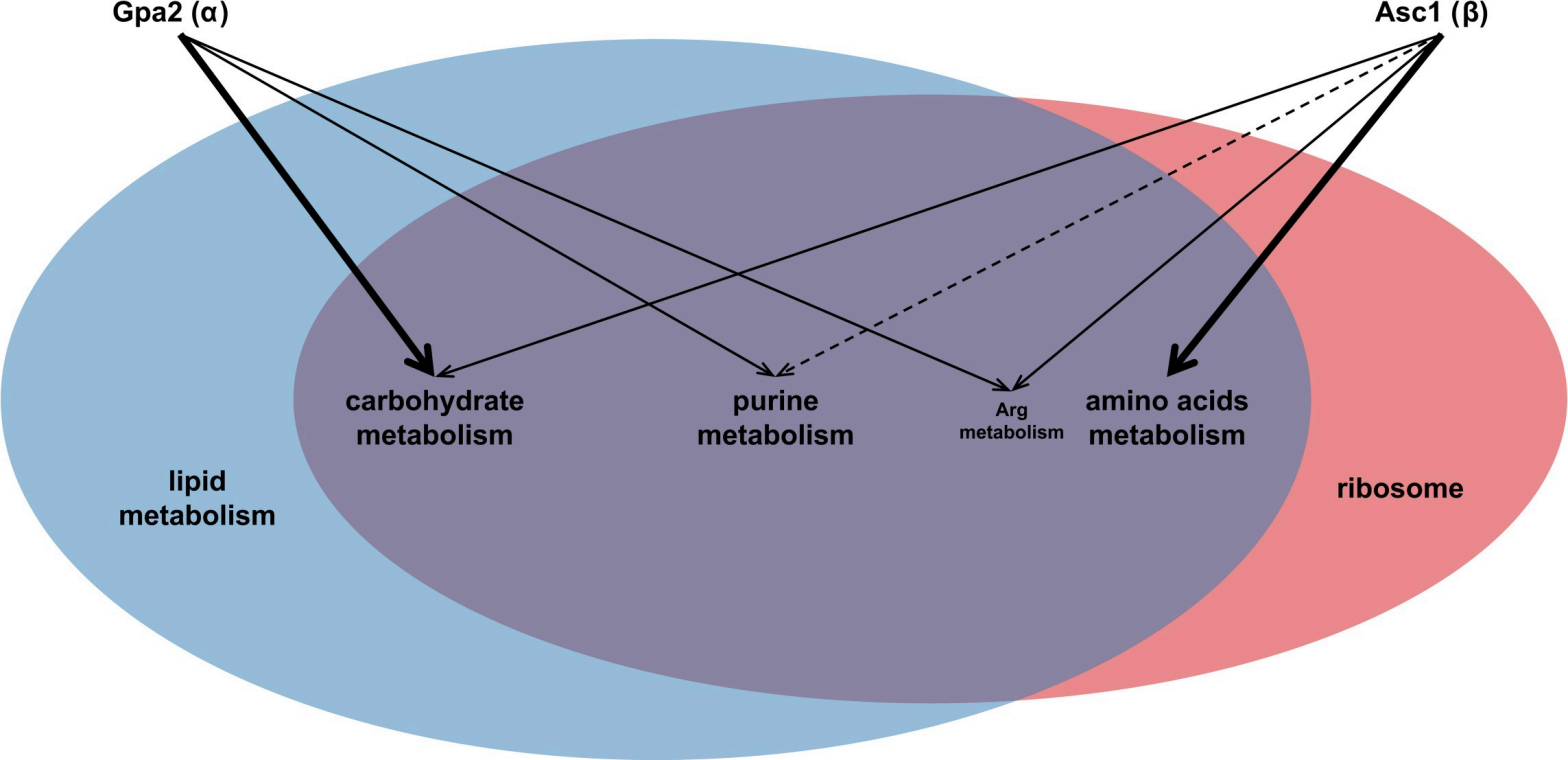
Summary of interactions. Gpa2 is primarily involved in regulating carbohydrate metabolism while Asc1 is primarily involved in amino acid metabolism, as indicated with thick lines (concentration analysis). Gpa2 and Asc1 have shared effects on arginine metabolism and opposing effects on purine metabolism, as indicated with solid and dashed lines (concentration analysis). Gpa2 regulates a greater number of gene transcripts and was particularly important in determining the amplitude of response to glucose addition, as indicated with the larger sphere (sensitivity analysis).

## Discussion

The yeast *S*. *cerevisiae* has two functionally distinct GPCRs and two Gα proteins, but only a single canonical Gβγ. Here we considered the role of a second, “atypical”, Gβ protein Asc1 and compared its function with that of the cognate Gα protein Gpa2. Through a comprehensive analysis of glucose-dependent metabolic and transcriptional changes, we have uncovered new and common biochemical processes mediated by these two G protein subunits.

Like other Gβ proteins, Asc1 binds preferentially to Gα-GDP, slows GDP-GTP exchange [12] and has a seven-bladed propeller domain structure [24,45,46]. Like other Gβ proteins, Asc1 binds directly to the effector adenylyl cyclase; whereas Gpa2 stimulates the production of cAMP however, Asc1 has the opposite effect [12,13]. Despite their opposing effects on second messenger production, Asc1 and Gpa2 have similar effects on haploid invasive growth [12,35,36], a process by which the cells form long branching filaments and exhibit increased adherence and invasion of the substratum. This growth phenotype occurs during periods of glucose limitation [37], possibly in an attempt to direct colony expansion to sites of greater nutrient availability. The fact that the Gα and Gβ have opposing effects on cAMP but similar effects on invasive growth suggested to us that these proteins regulate processes other than adenylyl cyclase activation.

To gain a better understanding of their relative contributions to cell physiology, we undertook an integrated metabolomics and transcriptomics analysis, comparing mutants that lack one or the other of the G protein subunits. Our analysis focused on short term changes that occur in response to glucose addition, as opposed to the chronic effects resulting from deletion of *gpr1*, *gpa2* or *asc1* (while disruption of the pheromone-responsive Gα protein Gpa1 leads to permanent signaling, this behavior is not typical of other G protein systems). Correspondingly, we did not consider the effects of permanently activating Gpa2, for example by mutationally disrupting GTPase activity.

We then used several analytical methods to determine the direction and magnitude of changes in transcription and metabolism. For transcriptomics, GSEA provides an enrichment score that reflects whether a pathway is up- or down-regulated. For metabolomics, GSEA and Mummichog use different algorithms to assign directionality within a pathway, accounting for the fact that abundance of some components within that pathway might decrease while others increase. Whereas GSEA emphasizes concerted small changes Mummichog emphasizes prominent changes. Because these methods weigh the data differently, they can be difficult to reconcile with regard to pathway direction. Finally, our integration analysis (MetaboAnalyst) provides adjusted p-values, but not directionality, as an output. While our conclusions do not depend on a determination of directionality, the data provided can be used by other investigators for that purpose. Building on these findings, we are currently developing targeted assays of key metabolites, to be measured in conjunction with transcriptional reporters, in various genetic backgrounds and in response to different carbohydrate ligands, ligand concentrations, and time scales. In this way we are laying the foundation for a more comprehensive and mechanistic understanding of glucose receptor pharmacology.

As noted above, Gpa2 and Asc1 have opposing effects on cAMP production [14], as well as other metabolic processes in the cell (this work). Such competing interactions mirror those that occur in animal cells, where Gα and Gβγ proteins often have antagonistic effects on adenylyl cyclase activity [14]. While seemingly paradoxical, this design has several useful properties [47]. First, such “antagonistic bifunctionality” results in an input-output relationship that is inherently insensitive to naturally occurring fluctuations in protein abundance (“robustness”). Assuming that every Gα is partnered with a Gβ, any increase or decrease in one subunit would lead to a concomitant change in the other. A potential advantage of this arrangement is to buffer against fluctuations in the abundance of either the positive or negative regulator, which might in turn lead to substantial cell-to-cell differences in pathway activity (“noise”). Second, if the positive and negative regulators operate on different time scales they can produce outputs that are transient. This might occur if there is a delay between the inactivation of Gα (following GTP hydrolysis) and the inactivation of Gβγ (following reassociation with Gα). Third, a built-in delay can confer a property known as fold-change detection. In this scenario, the amplitude of the output is proportional to the relative difference in, rather than the absolute concentration of, the input. This can occur when the negative regulator restores the output to the pre-stimulus baseline despite sustained activation by the positive regulator. Indeed, our fold-change analysis, or sensitivity analysis, allowed us to detect phenotypes that were not evident by concentration analysis alone. All of these features are characteristic of other G protein signaling systems. An especially well-documented example is light detection by the GPCR rhodopsin, which exhibits exceptionally low noise, a transient neural output, and a wide-dynamic range of light detection [48].

Asc1 could also affect glucose signaling in other, more indirect ways. For example, others reported copurification of Asc1 with Ras1 (in *C*. *neoformans*) and a Ras GTPase-activating protein (*S*. *cerevisiae*) [49]. Together with Gpa2 [50–61], Ras1 and Ras2 activate adenylyl cyclase [52,62–64] leading to an increase in cellular cAMP [8,54,65]. Currently we are investigating novel roles of Ras1 and Ras2, using similar multi-omics approaches as those detailed above.

While many of the effects of Asc1 overlap with those of Gpa2, others appear to be unrelated to glucose sensing. Most prominently, Asc1 serves as an accessory component of the ribosome, where it is required for some protein-protein interactions within the complex and for proper protein translation [20–25,28]. It is also possible that the effects of glucose on cell metabolism are coordinated with changes in protein translation. That is to say, the protein translation machinery is made aware of changes in nutrient abundance, through the coordinated action of a shared protein Asc1. Indeed, Asc1 appears to associate with the ribosome only under glucose-rich conditions [25], and regulates a subset of transcripts related to glycolysis, respiration, oxidative stress and glucose fermentation [28].

Thus, Asc1 functions as part of two distinct multi-protein complexes, one that responds to a cell surface receptor and the other that controls protein synthesis. While seemingly incongruous, this is a phenomenon for which there is ample precedent. The recruitment of a protein that originally evolved with one function to serve a second unrelated function is an example of Darwinian exaptation, more colloquially known as “protein moonlighting” because it is analogous to a single person with two different jobs [66]. The first description of a moonlighting protein was argininosuccinate lyase, which has a well-established enzymatic function but which also serves as a structural protein responsible for the transparency of the lens and cornea [67,68]. Like Asc1, a large fraction of other proteins involved in glucose metabolism exhibit moonlighting behaviors; this includes the majority of enzymes involved in glycolysis and the tricarboxylic acid cycle [69,70]. There is also evidence for moonlighting by typical G proteins. The mammalian Gβ_2_ binds to Gα and Gγ subunits but also assembles with the ubiquitin ligase DDB1-CUL4A-ROC1, where it helps to recruit the receptor kinase GRK2 for targeted degradation [71]. Our identification of Asc1 as the Gβ for Gpa2 is like that of many other moonlighting proteins, which have been identified because of their presence in unexpected multiprotein complexes or locations.

Finally, while it has most of the functions of a typical Gβ, Asc1 has a structure that makes it unique among Gβ protein subtypes [24,45,46]. This too has precedent. Whereas Gpa1 binds to a typical Gβ (Ste4), which is necessary for pheromone-induced mating, it also associates with an atypical Gβ called Vps15, which promotes autophagy through activation of phosphatidylinositol 3-kinase [4,72]. Our x-ray structure determination revealed that Vps15 has a 7-bladed propeller domain structure analogous to that of other Gβ proteins [73], as well as a protein kinase domain of unknown function. The discovery of atypical and multifunctional Gβ proteins, including Asc1 and Vps15, suggests that the superfamily of Gβ subunits may be far larger and more complex than previously recognized [74].

It has long been appreciated that the glucose-sensing pathway in yeast employs a G protein-coupled receptor. Despite the nutritional and societal importance of glucose fermentation in yeast however, the mechanisms and molecular consequences of glucose sensing have remained obscure. By integrating transcriptomic and metabolomic measurements, we have taken a major step towards elucidating the contributions of the Gα and Gβ protein subunits in the glucose sensing pathway. We anticipate that the approaches implemented here will be useful for investigating other GPCR pathways and other moonlighting proteins, including G proteins, that participate in multiple, seemingly unrelated, biological processes.

## Methods

### Yeast strains

The prototrophic (wildtype) strain used throughout was constructed from BY4741 (MAT**a** *his3*Δ1 *leu2*Δ0 *met15*Δ0 *ura3*Δ0). *HIS3*, *LEU2*, *MET15* and *URA3* were integrated at the endogenous loci with sequence amplified by PCR from S288C strain DNA. All single mutants (*gpr1*, *gpa2*, *asc1*) were constructed by transforming the wildtype strain with corresponding sequence from the Yeast Knock-Out collection that replaces the target gene with KanMX4 [75].

### Cell preparation

All strains were cultivated in the same way and maintained at 30 ^o^C unless otherwise indicated. Cells were inoculated into Synthetic Complete (SC) (2% glucose) overnight and grown to saturation, then back diluted and kept in log phase overnight. The next morning, the culture was harvested when OD reached 1.0. For each genotype, 90 ml of culture (OD = 1.0) was split into 2 tubes (45 ml each) for later high or low glucose treatment. For each tube, cells were centrifuged and resuspended twice with SC (0.05% glucose). Cells were then resuspended into 10 ml SC (0.05% glucose) and cultivated for 1 h.

For high glucose treatment, 245 μL 65.5% glucose was added to 10 mL cell culture and for low glucose treatment, 245 μL 0.05% glucose was added to 10 mL cell culture, each for exactly 2 minutes (metabolomics) or 10 minutes (transcriptomics). The 10 minute time point was selected based on a pilot time course experiment (2, 5, 10, 15, 20, 30 and 45 minutes), showing that this is the earliest time point that captures most of the transcripts affected by the glucose treatment.

For metabolomics, each replicate consisting of 3 mL of cell culture was mixed with 45 mL cold pure methanol on dry ice. After 5 minutes, cells were centrifuged in a precooled rotor (-80°C). After discarding the supernatant, cell pellets were immediately stored at -80°C. A small aliquot of each sample was saved to manually determine cell density with a hemocytometer.

For RNA-seq, 500 μL of cell culture was aliquoted into a 1.7 mL microfuge tube and centrifuged at 1000 x *g* for 1 minute at 4°C. After discarding supernatant, the cell pellet was flash frozen by liquid nitrogen and stored at -80°C.

### Sample preparation for RNA-seq

Cell pellets stored at -80°C were resuspended with 600 μL buffer RLT 1% (v/v) 2-mercaptoethanol from the QIAGEN RNeasy Mini Kit (Cat No.: 74106) and then added into 2 mL OMNI prefilled ceramic bead tubes (SKU: 19–632). Tubes were loaded onto an OMNI Bead Mill Homogenizer (SKU:19-040E) for 3 beating cycles. For each cycle, samples were agitated at 5 m/s for 1 minute at 4 ^o^C and then cooled on ice for 3 minutes between each cycle. The resulting lysate was clarified by centrifugation at 11,000 xg and then used for total RNA extraction with QIAGEN RNeasy Mini Kit (Cat No.: 74106) with on-column DNase digestion according to manufacturer’s instructions. Extracted total RNA for each sample was checked for purity and quantified with Invitrogen Qubit 2.0 Fluorometer (Cat No.: Q32866) and Qubit RNA HS Assay kit (Cat No.: Q32855) according to manufacturer’s instructions.

### Sample preparation for metabolomics

Frozen cell pellets were resuspended with extraction reagent (8:2 methanol-water solution) to 3x10^8^ cells/mL and then transferred into 2 mL ceramic bead MagNalyser tubes. Blank samples were prepared by adding 1300 μL of extraction reagent with no cells to a MagNalyser tube with ceramic beads. Tubes were subjected to homogenization, with Bead Ruptor Elite Bead Mill Homogenizer (OMNI International) at 6.0 m/s for 40 seconds in 2 cycles at room temperature. This step was repeated twice. All samples were then centrifuged at 16,000 xg for 10 minutes at 4°C. 500 μL of the supernatant was transferred into low-bind 1.7 mL microfuge tubes. Total pools were made by combining an additional 65 μL of the supernatant from each sample and then aliquoting this mixture into low-bind 1.7 mL tubes at a volume of 500 μL. The remaining supernatant was stored at -80°C for repeat experiments if necessary. For all experimental samples, pooled samples and blanks were dried using a speedvac vacuum concentrator overnight. Dried samples were stored at -80°C.

Before LC-MS analysis, 100 μL of reconstitution buffer (95:5 water:methanol with 500 ng/mL tryptophan d-5) was added to each dried sample. All tubes were vortexed at 5000 rpm for 10 minutes and then centrifuged at room temperature at 16,000 xg for 4 minutes. Supernatant was transferred into autosampler vials for LC-MS.

### RNA library preparation

RNA libraries were prepared with Kapa stranded mRNA-seq kits, with KAPA mRNA Capture Beads (KAPA code: KK8421; Roche Cat No.: 07962207001) through the UNC High Throughput Sequencing Facility. All procedures were according to manufacturer’s instructions.

### RNA sequence analysis

Quality of raw sequence was checked with the FASTQC algorithm (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequence alignment to genome indices, generated based on *Saccharomyces cerevisiae* data downloaded from Ensembl.org, was performed with the STAR algorithm [76]. Quantification on a transcriptome level was performed with the SALMON algorithm [77]. The quantified data were then analyzed with the DESeq2 package in R [78], which provides a means to determine differences in transcript abundance using a negative binomial generalized linear model [43]. Differentially Expressed Genes (DEGs for concentration analysis, s-DEGs for sensitivity analysis) are defined as having adjusted p-value <0.05, absolute log2 fold-change >1 and baseMean >100. A series of baseMean thresholds were tested, including 0, 50 and 100. The conclusion remains unchanged. Therefore, the most stringent threshold (baseMean >100, which filters out >20% of genes) was chosen for the data analysis.

PCA analysis was performed using internal PCA function of DESeq2 package with variance stabilizing transformation (vst) normalized data.

For concentration analysis, sequencing results for wildtype and all mutants after glucose addition were used as input and were analyzed with the design formula = ~batch+genotype. Here ‘batch’ is incorporated to account for batch effects of sample preparation. For sensitivity analysis, sequencing results for wildtype and all mutants before and after glucose addition were used as input and were analyzed with the design formula = ~batch+genotype+treatment+genotype:treatment. Here ‘treatment’ is equivalent to glucose addition. The interaction term ‘genotype:treatment’ is included to estimate how the response amplitude of each mutant is different from wildtype, that is (mutantH-mutantL)-(wtH-wtL).

### UHPLC high-resolution Orbitrap MS metabolomics data acquisition

Metabolomics data were acquired on a Vanquish UHPLC system coupled to a QExactive HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Fisher Scientific, San Jose, CA), as described previously [79]. Our UHPLC-HRMS reversed phase platform was established based on published methods [80,81]. Metabolites were separated using an HSS T3 C18 column (2.1 × 100 mm, 1.7 μm, Waters Corporation) at 50°C with binary mobile phase of water (A) and methanol (B), each containing 0.1% formic acid (v/v). The UHPLC linear gradient started from 2% B, and increased to 100% B in 16 minutes, then held for 4 minutes, with the flow rate at 400 μL/minute. The untargeted data were acquired in positive mode from 70 to 1050 m/z using the data-dependent acquisition mode.

### Metabolomics data normalization and filtration

Progenesis QI (version 2.1, Waters Corporation) was used for peak picking, alignment, and normalization as described previously [79]. Samples were randomized and run within two batches with blanks and pools interspersed at a rate of 10%. Starting from the un-normalized data for each of the batch runs, the data were filtered so as to only include signals with an average intensity fold change of 3.0 or greater in the total pools compared to the blanks. Individual samples (including pools, blanks, and study samples) were then normalized to a reference sample that was selected by Progenesis from the total pools via a function named “normalize to all”. Signals were then excluded that were significantly different between pools of batch 1 and pools of batch 2 based on an ANOVA comparison calculated in Progenesis (q <0.05). After normalization and filtration, 2397 signals passed the QC procedures and were used for further analysis.

The filtered and normalized data were mean-centered and Pareto scaled prior to conducting the unsupervised principal components analysis using the ropls R package

### In-house compound identification and annotation

Peaks were identified or annotated by Progenesis QI through matching to an in-house experimental standards library generated by acquiring data for approximately 1000 compounds under conditions identical to study samples, as well as to public databases (including HMDB, METLIN and NIST), as described previously [79]. Identifications and annotations were assigned using available data for retention time (RT), exact mass (MS), MS/MS fragmentation pattern, and isotopic ion pattern. The identification or annotation of each signal is provided in Supporting Information. Signals/metabolites that matched to the in-house experimental standards library by (a) RT, MS, and MS/MS are labeled as OL1, or (b) by RT and MS are labeled OL2a. An OL2b label was provided for signals that match by MS and MS/MS to the in-house library that were outside the retention time tolerance (± 0.5 minutes) for the standards run under identical conditions. Signals matched to public databases are labeled as PDa (MS and experimental MS/MS), PDb (MS and theoretical MS/MS), PDc (MS and isotopic similarity or adducts), and PDd (MS only) are also provided (Supporting Information).

### Transcriptomics pathway enrichment analysis and over-representation analysis

Pathway enrichment analysis for transcriptomics data was performed with ClusterProfiler package in R [30]; Log2 fold-change for each comparison (mutantH vs. wtH for concentration analysis or mutantH-mutantL vs. wtH-wtL for sensitivity analysis) was extracted from corresponding DESeq2 analysis. GSEA analysis was then performed with gseKEGG function, with organism set to ‘sce’ (*Saccharomyces cerevisiae*), permutation number set to 1000, minimal and maximal size for each analyzed geneset as 3 and 200, p-value cutoff set to 0.05, p-value adjustment method set to ‘BH’ (Benjamini-Hochberg). The KEGG sce database was used throughout, for both metabolomics and transcriptomics.

Over-representation analysis for the corresponding subsection of the Venn diagram was performed with the enrichKEGG function in ClusterProfiler package, with organism set to ‘sce’ (*Saccharomyces cerevisiae*), minimal and maximal size for each analyzed geneset as 3 and 200, p-value cutoff set to 0.05, p-value adjustment method set to ‘BH’ (Benjamini-Hochberg).

### Compound annotation, metabolic pathway enrichment analysis and over-representation analysis

Compound annotation and pathway enrichment analysis for metabolomics was performed with the MetaboAnalystR 3.0 package in R [41,42] (https://www.metaboanalyst.ca/docs/RTutorial.xhtml). For compound annotations, molecular weight tolerance (ppm) was set to 3.0, analytical mode was set to positive and retention time was included. Pathway enrichment analysis was performed with ‘integ’ module (using both Mummichog V2.0 and GSEA) with the yeast KEGG database. The p-value threshold for Mummichog was set at 0.05.

For concentration analysis, normalized peak data, from Progenesis QI for wildtype and mutants after glucose addition, were used as input for MetaboAnalystR. For sensitivity analysis, normalized peak data for wildtype and mutants before and after glucose addition were used as inputs for generalized linear model: AUC~genotype+treatment+genotype:treatment. AUC is the normalized area under curve for each peak. Treatment means before or after glucose addition. The interaction term estimated how the response amplitude of each mutant is different from wildtype, that is (mutantH-mutantL)-(wtH-wtL). The modeled p-value and t score for the interaction term associated with each peak were then used as inputs for pathway enrichment analysis. Significantly perturbed metabolites (SPMs for concentration analysis, s-SPMs for sensitivity analysis) were defined as annotations that have adjusted p-value <0.05 (FDR) from the output of MetaboAnalystR. Significantly perturbed pathways were defined as having combined p-value <0.05 (Mummichog and GSEA).

Over-representation analysis for the corresponding subsection of the Venn diagram was performed with the Enrichment Analysis module in MetaboAnalystR, with KEGG ID for each metabolites as the input. FDR adjusted p-value <0.05 was the threshold for over-represented pathways.

### Integration of transcriptomics and metabolomics data

Integration analysis was performed with the ‘joint pathway analysis’ module of MetaboAnalystR (https://www.metaboanalyst.ca/docs/RTutorial.xhtml). For both concentration and sensitivity analysis, gene input together with log2 fold-change was generated based on the corresponding DESeq2 analysis, with the threshold set as adjusted p-value <0.05, absolute log2 fold-change >1 and baseMean >100 (DEGs or s-DEGs); metabolite input together with log2 fold-change was generated based on MetaboAnalystR analysis, with the threshold set as adjusted p-value <0.05 (SPMs or s-SPMs). Integration analysis was performed on ‘all pathways’, which includes both metabolic pathways as well as gene-only pathways. Enrichment analysis was performed using ‘Hypergeometric test’. Topology measure was set to ‘Degree Centrality’. Integration method was set to ‘combine queries’, which is a tight integration method with genes and metabolites pooled into a single query and used to perform enrichment analysis within their "pooled universe". Significantly enriched pathways were defined as having FDR adjusted p-value <0.05.

### Yeast RNA extraction, DNase treatment, and reverse transcription

RNA was extracted from cells using RNeasy mini kit (Qiagen) directly as described in “Sample preparation for RNA-seq” or using hot acid phenol. Briefly, cells were resuspended in TES solution (10 mM Tris-HCl, pH 7.5; 10 mM EDTA; 0.5% SDS) and incubated with acid phenol at 65°C for one hour. Following, phenol-chloroform precipitation was used to separate the RNA, RQ1 DNase (Promega) was used to degrade any residual DNA and the samples were further purified using RNeasy mini kit. Final concentration was determined using a NanoDrop One (Thermo Scientific). To produce cDNA, 250 ng RNA was reverse transcribed with a High-Capacity cDNA Reverse Transcription Kit (Thermo Scientific) following manufacturer’s protocol.

### qPCR

qPCR primers were designed to select for short, unique regions of YCL025C (*AGP1*), YGR121C (*MEP1*), YIR029W (*DAL2*), YOR275C (*GDH1*) and reference gene YER100W (*UBC6*) and ordered from Integrated DNA Technologies, as follows:

YER100W_FWD primer: 5’ GAAGCCACGACAGGATCAAT 3’

YER100W_REV primer: 5’ ATCCCCCTCATCCAATTTTC 3’

YCL025C_FWD primer: 5’ TGGATGATGGTTTTGGGTTT 3’

YCL025C_REV primer: 5’ CTTCTGCATAACCACGAGCA 3’

YGR121C_FWD primer: 5’ GTTGGTCTGTGCTCCGGTAT 3’

YGR121C_REV primer: 5’ CTCCAAAAAGGGCATTGAAA 3’

YIR029W_FWD primer: 5’ GCTGGGAAACACGAAGACAT 3’

YIR029W_REV primer: 5’ CTTCTTCGCCCTCGTCATAG 3’

YOR375C_FWD primer: 5’ TGCCAATTGTTTCTGTTCCA 3’

YOR375C_REV primer: 5’ ACAAGTTCACGGAAGGATGG 3’

cDNA was diluted 50-fold following reverse transcription and amplified by qPCR in technical triplicate with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) according to manufacturer’s instructions modified with 45 cycles and 45 seconds anneal/extension time. Expected sequence length was verified by agarose gel electrophoresis. The threshold cycle (C_t_) was determined for each using CFX Maestro Software (BIO-RAD) and ΔΔC_t_ values were calculated in reference to wild type cells and YER100W expression levels. All values were normalized to wild type ΔΔC_t_ values. Concentration analysis was performed on cells after high glucose treatment (see “Cell preparation”) following ΔΔC_t_ analysis as described above. Sensitivity analysis was performed by comparison of ΔΔC_t_ values of high glucose treatment minus low glucose treatment. p-values were calculated using independent, non-parametric, one-tailed (with direction as determined by RNA-seq data) Mann-Whitney U tests and adjusted for multiple comparisons following the Benjamini-Hochberg Procedure.

## Supporting information

S1 Fig PCA plots. For A) transcriptomics and B) metabolomics, X-axis shows PC1 with the percentage of explained variance and Y-axis shows PC2 with the percentage of explained variance. Data are scaled as detailed in Methods. Wildtype (black), *asc1* (red), *gpa2* (blue), *gpr1* (purple). Low glucose (L, 0.05% glucose)-triangles, high glucose (H, 2% glucose)-circles.
(TIF)

S2 Fig Concentration and sensitivity analysis. Illustration of different modes of changes as captured by concentration analysis (A) and sensitivity analysis (B). The Y-axis represents either normalized gene counts or normalized peak area for metabolites. The X-axis represents different genotypes. A hypothetical wildtype is shown in black. The triangle represents measurement at low glucose and the square represents measurement at high glucose. The connecting grey line represents the response amplitude, detected by sensitivity analysis (wtH-wtL). Hypothetical mutants with increased response amplitude are colored green, while mutants with decreased response amplitude are colored red.
(TIF)

S3 Fig KEGG Metabolic Pathway Map overview. Map is color coded to delineate carbohydrate metabolism (blue), glycan biosynthesis and metabolism (cyan), amino acid metabolism (yellow), nucleotide metabolism (red), lipid metabolism (teal), metabolism of cofactors and vitamins (pink). Major species are highlighted with grey bounding box.
(PNG)

S4 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of alanine, aspartate and glutamate metabolism, from *asc1* concentration analysis, highlighted in black. (PNG)

S5 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of arginine biosynthesis, from *asc1* concentration analysis, highlighted in black. (PNG)

S6 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of cysteine and methionine metabolism, from *asc1* concentration analysis, highlighted in black. (PNG)

S7 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of alanine, aspartate and glutamate metabolism, from *gpa2* concentration analysis, highlighted in black. (PNG)

S8 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of arginine biosynthesis, from *gpa2* concentration analysis, highlighted in black. (PNG)

S9 Fig KEGG Metabolic Pathway Map with DEGs and SPMs of cysteine and methionine metabolism, from *gpa2* concentration analysis, highlighted in black. (PNG)

S10 Fig Overview of DEGs and SPMs regulated by *GPA2* as determined by concentration analysis. The map is color coded as in S3 Fig. Highlighted are the DEGs (black lines) and SPMs (black dots) for *gpa2* integration analysis and gray boxes are used to delineate clusters associated with a specific pathway.
(PNG)

S11 Fig Overview of DEGs and SPMs regulated by *ASC1* as determined by concentration analysis. The map is color coded as in S3 Fig. Highlighted are the DEGs (black lines) and SPMs (black dots) for *asc1* integration analysis and gray boxes are used to delineate clusters associated with a specific pathway.
(PNG)

S12 Fig Sixty two shared DEGs affected in the opposite direction by *asc1* (up-regulated) and *gpa2* (down-regulated), by sensitivity analysis. Each gene has its own grid. Y-axis shows normalized transcript counts for low glucose (triangle), high glucose (square) in wildtype (black), *asc1* (red) and *gpa2* (blue).
(PNG)

S13 Fig Thirty-seven shared DEGs affected in the opposite direction by *asc1* (up-regulated) and *gpa2* (down-regulated), by sensitivity analysis. Each gene has its own grid. Y-axis shows normalized transcript counts for low glucose (triangle), high glucose (square) in wildtype (black), *asc1* (red) and *gpa2* (blue).
(PNG)

S14 Fig Overview of s-DEGs and s-SPMs regulated by *GPA2* as determined by sensitivity analysis. The map is color coded as in S3 Fig. Highlighted are the s-DEGs (black lines) and s-SPMs (black dots) for *gpa2* integration analysis and gray boxes are used to delineate clusters associated with a specific pathway.
(PNG)

S15 Fig Overview of s-DEGs and s-SPMs regulated by *ASC1* as determined by sensitivity analysis. The map is color coded as in S3 Fig. Highlighted are the s-DEGs (black lines) and s-SPMs (black dots) for *asc1* integration analysis and gray boxes are used to delineate clusters associated with a specific pathway.
(PNG)

S1 Table Results and statistics of transcriptomics, metabolomics and multi -omics integration for *gpa2* concentration and sensitivity analysis, each as a separate sheet.

S2 Table Results and statistics of transcriptomics, metabolomics and multi -omics integration for *asc1* concentration and sensitivity analysis, each as a separate sheet.

S3 Table List of DEGs for each subset of the Venn diagram in Fig 2A. (CSV)

S4 Table List of SPMs for each subset of the Venn diagram in Fig 3A. (CSV)

S5 Table Single- and multi-omics integration results for *gpr1* by concentration and sensitivity analysis. First block shows GSEA for transcriptomics with adjusted p-value <0.05, arranged in ascending order; second block shows MetaboAnalystR pathway enrichment analysis for metabolomics with combined p-value <0.05, arranged in ascending order; third block shows MetaboAnalystR joint pathway analysis with adjusted p-value <0.05, arranged in ascending order.
(XLSX)

S6 Table In house compound identification.

S7 Table List of s-DEGs for each subset of the Venn diagram in Fig 5A. (CSV)

S8 Table List of s-SPMs for each subset of the Venn diagram in Fig 6A. (CSV)

S9 Table qPCR analysis. Sheet 1: Fold induction data for concentration analysis. Sheet 2: Induction difference data for sensitivity analysis. Sheet 3: Benjamini-Hochberg corrected Mann–Whitney U test results for concentration analysis. Sheet 4: Benjamini-Hochberg corrected Mann–Whitney U test results for sensitivity analysis.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

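RNA was sequenced from 17 yeast strains, each kept at 0.05% glucose and then sampled 10 minutes after glucose was added to 2% (high glucose) or left at 0.05% (low glucose), with 2 biological replicates per strain and glucose level, 68 samples in all. The strains are wildtype, the *asc1*, *gpr1* and *gpa2* mutants on which the paper reports, and 13 further mutants of the same series, *rgs2*, *ras1*, *ras2*, *pde1*, *pde2*, *snf3*, *rgt2*, *snf3rgt2*, *yck1*, *yck2* and the pairwise deletions of the TPK genes, which were named by their genotype labels. Each culture was divided between both glucose levels. Samples were mapped to strains, glucose levels and replicates from the sample labels, and the replicate number also goes with the sequencing lane. The paper's model has a term for the batch of sample preparation, and since the sources used here do not list which library belongs to which batch, the replicate number stood for it.

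The authors made the libraries with a stranded mRNA kit, converted the reads with bcl2fastq 2.20.0, aligned them with STAR 2.7.3a to genome build R64 and quantified them with SALMON, whose version is not given in the sources used here (STAR, bcl2fastq and the build are from the submitters' processing notes). The authors deposited estimated counts, 1 value per gene and library, which are neither scaled for depth nor for length. These tables hold 7127 genes, of which 6047 have a name in the reference table and the rest are shown by their identifiers. The authors also deposited tables of counts normalized by the size factors of DESeq2, treated here as a signal that is comparable between libraries of the same table, with 6614 genes in 68 libraries and, for high glucose alone, 6549 genes in 34 libraries. The latter were used only as an alternative.

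Estimated counts were rounded to whole numbers, which changed the 4.8% of values that were not whole. Total counts per library ran from 2942582 to 14258001 with a median of 6797146, and from 5004725 to 9782259 with a median of 6261696 in the 16 libraries of the 4 strains of the paper. Rows of ribosomal RNA held 7.6% to 45.2% of the counts, with a median of 18.8% over the libraries of replicate 1 and 28.4% over those of replicate 2. The replicates of each of the 34 groups differed by more than the sampling noise, with a chi-square of 7.0 to 210.3 per degree of freedom, so that no library was counted as a repeat of another. A count of 0 over a group was given an upper limit of 3 counts for a lower bound on a fold, which covers counting error only. CPM values were scaled to the total outside nuclear ribosomal RNA.

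Genes with at least 10 counts in at least 2 libraries were tested, 5776 at high glucose and 5894 at both levels, of which 4983 and 5046 had a baseMean above 100. Tests were run in R 4.3.3 with edgeR 4.0.16, using TMM scaling and the quasi-likelihood test (glmQLFit and glmQLFTest) with a term for each group and for the replicate number, and Benjamini-Hochberg adjustment. Strains were compared with wildtype at high glucose over 34 libraries, and in their response to glucose, the interaction of strain and glucose, over 68 libraries. The levels at low glucose and the direct differences of *asc1* and *gpr1* from *gpa2* were taken from the same models. A DEG or s-DEG had an adjusted p-value under 0.05, an absolute log2 fold change above 1 and a baseMean above 100. Principal components were computed from the 500 most variable genes of 16 libraries after the vst of DESeq2 1.42.0. Standard errors of log2 fold changes come from the model, and SDs from the 2 replicates.

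The deleted genes (15) and the genes that the paper names (57) were lists that entered camera but not the over-representation tests. Genes were grouped by 48 lists in all. Their members were counted at an adjusted p-value under 0.05 over all tested genes and over the list alone, and lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and again with an estimated correlation, and with fry. Over-representation of lists among shared and unique DEGs was tested with a one-sided Fisher's exact test, with the tested genes above the baseMean threshold as background. This test counts the genes of a list as independent. Shared DEGs were set beside the overlap of independent lists and beside strains simulated without any effect, 20 times at high glucose and 10 times for the response. The wildtype libraries that the simulated strains shared were redrawn around their mean as well, so their actual deviations are not in the simulation. The genes named in the text follow a fixed rule. It takes, for each main comparison, the 5 largest increases and the 5 largest decreases among the DEGs that had the same sign in both replicates, leaving out the deleted gene, retrotransposons and ribosomal RNA. It adds the 2 to 4 members with the smallest adjusted p of each list reported, every gene that the paper names and every deleted gene in its strain. The paper's own gene tables and figures had been seen when the rule was written. Genes outside the rule are marked as chosen after their values were seen.

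The test was checked on simulated counts drawn from the means and library sizes of these samples with 200 changed genes. For *gpa2* at high glucose it recovered 97 of 100 genes at a log2 change of 1.5 and 100 of 100 at 2.5, with 1 false call among 5747 genes tested, and for the response of *gpa2* 95 and 97 of 100, with 4 false calls among 5836 genes. At the adjusted p alone, as used to count list members, 13 and 9 unchanged genes were called. A gene list was shifted as well, and camera called 0 and 2 of the other lists. The 200 changed genes all had a baseMean above 100, and each gene was drawn independently, without shifts common to a library or replicate number. The check therefore does not cover changed genes with few counts, library effects or correlated genes. Alternatives tried were the RLE size factors of DESeq2 in place of TMM, the Wald test of DESeq2, no filter on low counts, a baseMean above 0 or 50, the 4 strains of the paper alone, no term for the replicate, a block for each culture, leaving out the rows of ribosomal RNA, mitochondrially encoded genes and retrotransposons, limma on the log2 of the deposited normalized values with a pseudocount of 1 or 10, all tested genes as the background of list tests, all genes or all 68 libraries in the principal components, and leaving out each library in turn. TMM without its weights, a block for each culture in the tests of gene lists and the mean wildtype count as divisor of the rises of *AGP1*, *MEP1*, *DAL2* and *GDH1* were added later. The metabolomics data, the RT-qPCR measurements and the KEGG pathways of the paper were not used here.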

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

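The tests of a preparation batch, of depth, of recovery of mitochondrial RNA and of the retrotransposon share against all other strains were chosen only after the result was seen. Set directly against each other by edgeR, the mutants of the paper differed in many genes. Between *asc1* and *gpa2* 284 genes differed at high glucose and 1795 in their response to glucose. Between *gpr1* and *gpa2* 61 genes differed at high glucose, 26 without replicate 1 and 162 without replicate 2 of *gpa2*. In the response to glucose *gpr1* and *gpa2* differed in 186 genes, 97 more positive and 89 more negative in *gpr1* (117 and 71 with RLE size factors). That count was 123 without replicate 1 of *gpa2* at high glucose, 49 without its replicate 1 and 319 without its replicate 2 at low glucose, 95 without replicate 2 of *gpr1* at high glucose, 92 without replicate 1 of *gpr1* at low glucose, and 99 with the 4 strains of the paper alone.

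Strains on which the paper does not report also differed from wildtype by edgeR. The *ras2* strain had 232 DEGs at high glucose and 203 s-DEGs, and *snf3rgt2* had 694 and 1132. The *pde2* strain had 83 DEGs, 53 without replicate 1 of wildtype, and 176 s-DEGs. The *tpk2tpk3* strain had 136 DEGs, 84 without replicate 1 and 205 without replicate 2 of wildtype, and 174 s-DEGs, which were 59 without replicate 1 of wildtype at high glucose and 58 or 457 without its replicate 1 or 2 at low glucose. The *tpk1tpk3* strain had 83 DEGs and 22 s-DEGs, the latter 13 without replicate 1 of wildtype at high glucose and 41 or 34 without its replicate 1 or 2 at low glucose. The *tpk1tpk2* strain had 28 DEGs, 15 or 59 without replicate 1 or 2 of wildtype.

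A preparation batch not shared with wildtype was weighed for the DEGs of *gpa2* and *gpr1*, because across genes the difference between their replicates at high glucose correlated with that of wildtype by only 0.07 and 0.03, against 0.73 for *asc1*. The same held for *rgt2* (0.02) and *yck2* (0.05), yet each of these had 1 DEG, its deleted gene, against 202 DEGs of *gpa2* and 258 of *gpr1*. A low correlation thus did not by itself go with many DEGs. It does not show which strains were prepared apart, and a shift common to both replicates cancels in it. The correlation therefore cannot decide on such a batch. In *tpk2tpk3* the correlation was -0.15 beside 136 DEGs. A batch that both replicates of a strain share stays open, since the labels give no preparation date.

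Retrotransposon transcripts were higher in *asc1* and lower in *gpa2* and *gpr1* at high glucose, and reads moved between near-identical copies would leave their sum in place, but the sum rose by a log2 change of 1.23 in the lower of the *asc1* replicates. In *asc1* variation between preparations is argued against, since its lower library reached 1.75 times the highest of the 32 libraries of the 16 other strains, at 16514 CPM in *pde2*, and 2.02 times the highest of wildtype and the mutants with fewer than 10 DEGs. In *gpa2* it is argued against by a narrow margin, since its higher library reached 0.861 of the lowest of the 15 strains other than *gpa2* and *gpr1*, 7696 CPM in *ras2*, a gap of 1068 CPM against an SD of 1016 between the *gpa2* replicates (n = 2), while the gap of 602 CPM to the lowest *gpr1* library lay within that SD. In *gpr1* such variation cannot be told apart from an effect of the deletion by these values, since its higher library reached 0.964 of the same *ras2* library, a gap of 278 CPM within the SD of the *ras2* replicates (815, n = 2). These gaps and SDs disregard the replicate number. In replicates 1 and 2 *ras2*, the lowest of the 15 strains in each, held 7696 and 8848 CPM. Against these *gpa2* held 5191 and 6628, a wider margin, and *gpr1* 7418 and 7230, a narrow one in replicate 1. A candidate explanation for *asc1* is that loss of Asc1 raises Ty expression, a hypothesis from the data it was tested on, and a different number of Ty copies in these isolates stays open for all 3 strains, as no DNA was analysed here.

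Transcripts of the mitochondrial genome were at or near 0 counts in *gpa2*, and 15S and 21S were at 0 counts in *gpr1*. Depth is argued against, because at the lowest wildtype share the smallest of these libraries would hold 73.4 counts of 21S. In *gpr1* poorer recovery of mitochondrial RNA is argued against, because its lowest library held 0.873 of the wildtype mean in the COX1 locus. In *gpa2* poorer recovery that varies between preparations is argued against too. Its libraries held at most 0.216 CPM in mitochondrial genes, against 25.5 to 157.0 in the 15 strains other than *gpa2* and *gpr1*. The lowest library of the other 16 strains, one of *gpr1*, held 0.355 of the wildtype mean. Poor recovery common to all *gpa2* preparations cannot be told apart from a loss, since no mitochondrial gene kept its counts. At low glucose 3337 of 5894 genes in *gpa2* and 2887 in *gpr1* differed from wildtype at an adjusted p under 0.05 from edgeR. This limits what the genes named next show. Loss of mitochondrial DNA, complete in *gpa2* and in part in *gpr1*, stays open, and 4 of 4 differences that it would raise at low glucose were higher by edgeR, with *PDR5* at 1.4 (adjusted p = 2.09e-08) in *gpa2* and 1.37 (5.62e-08) in *gpr1*, and *DLD3* at 3.05 (0.0046), which did not pass without replicate 1 of wildtype (0.0516), and 2.45 (0.0214), which did not pass without replicate 1 of *gpr1* (0.0655) or replicate 1 or 2 of wildtype (0.13 and 0.0614), beside *PDR15* (1.8 and 1.63), *SNQ2* (1.83 and 1.29) and *PDH1* (2.89 and 3.27), and *CIT2* was higher in *gpa2* (1.5, adjusted p = 0.00803), though not without replicate 1 of wildtype (0.0868), and did not pass in *gpr1* (1.1, adjusted p = 0.0539). At high glucose *PDR5* was higher too (0.97, adjusted p = 2.00e-04, and 2.02, adjusted p = 4.10e-08), and so was *SNQ2* (0.7 and 0.91), which did not pass in *gpa2* without either of its replicates (adjusted p = 0.0571 and 0.243) nor in either strain without replicate 2 of wildtype (0.316 and 0.114), but *DLD3* stood at 0.18 (standard error 0.77) in *gpa2* and 0.03 (0.77) in *gpr1* (adjusted p = 0.903 and 0.982), *PDR15* at -0.15 and 0.03, *PDH1* at 0.47 (0.261) and 0.94 (0.0177), the latter not passing without either replicate of *gpr1* (0.0878 and 0.0521) or replicate 1 of wildtype (0.218), and *CIT2* at -0.33 and 0.28, neither passing. Some of these genes were also higher by edgeR where mitochondrial transcripts were present. In *snf3rgt2* these were *SNQ2* at high glucose (1.14, adjusted p = 6.41e-04) and *PDR5* at low glucose (0.59, 0.00354). At high glucose *PDH1* was higher in *tpk2tpk3* (1.15, 0.00717) and *PDR15* in *asc1* (0.39, 0.0295), where *PDR15* was lower at low glucose (-0.84). Of these *PDR5* and *PDH1* did not pass without replicate 1 of wildtype. A loss of mitochondrial DNA may bear on the DEGs and s-DEGs of *gpa2* and *gpr1*, shared or not, the respiratory and citrate cycle genes among them, and on their nitrogen genes. This was not tested, nor was whether such a loss follows from the deletions or arose in these isolates.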

How the results depend on the processing

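Of the settings in this part, TMM without weights, the block for each culture in tests of gene lists and the mean wildtype count as divisor of the rise of *DAL2* were chosen after the result was seen, and the cause of each shift was not tested unless fewer genes, strains or libraries are named as the setting. Of the counts of genes, 543 values of the comparisons in the design under other settings stayed within 1.5 times the reported one and 51 did not. Of 2940 values of genes named in the text 2851 kept their side of the threshold, 84 no longer passed and 5 newly passed. No gene that passed in the reported fit changed sign, and sign was not counted for the others. With 1 library of a group left out, the lone sample was assumed to vary like the other groups. DEGs of *gpa2* ran from 158 to 236 and of *asc1* from 96 to 137 with each library left out, and s-DEGs of *gpa2* from 773 to 978 and of *asc1* from 460 to 675.

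A baseMean above 0 in place of 100, which lets more genes pass, gave 186 DEGs of *asc1* (96 reported), 441 genes between *asc1* and *gpa2* at high glucose (284), 95 between *gpr1* and *gpa2* (61) and 34 DEGs shared in direction by *gpa2* and *asc1* (15). With the 4 strains of the paper alone 99 genes differed between *gpr1* and *gpa2* in their response (186), and 19 s-DEGs were shared in direction (30). Without ribosomal RNA, mitochondrially encoded and retrotransposon genes 10 DEGs were opposed (21). RLE size factors gave 1 s-DEG in *tpk1tpk2* (2). The Wald test of DESeq2 gave 5 s-DEGs in *tpk1tpk2*, 43 in *tpk1tpk3* (22), 3 in *snf3* (0) and 2 in *yck2* (0), and 2 DEGs in *yck2* (1). PC1 held 76.3% of the variance with all genes and 88.5% with all 68 libraries (85.1%), and PC2 8.2% and 2.4% (6.0%).

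Between strains, the sources used here name nothing but a lane that libraries of the same number share. Over 561 pairs of groups the differences between replicates correlated across genes by -0.26 to 0.73, at a median of 0.14, and 58.3% of the pairs exceeded 0.1, with wildtype and *asc1* at 0.73 and 0.71, so these values do not show that the numbers pair all strains. The model kept a term for the number in place of the batch term of the paper's model. With no replicate block the shared s-DEGs in 1 direction were 18 (30), the DEGs of *pde1* 1 (3) and of *snf3* 6 (11), and the s-DEGs of *tpk1tpk3* 12 (22) and of *tpk1tpk2* 1 (2). Within a strain, high and low glucose libraries of the same number may come from 1 culture, since the paper divided each culture, although the labels do not state it, and over 17 strains their differences between replicates correlated by -0.14 to 0.57, at a median of 0.27. A replicate block by culture gave 871 s-DEGs of *gpa2* and 556 of *asc1*. Among the counts and named genes computed with it, it changed 1 call, of *GDH1* in the response of *asc1* (1.02), and among lists named in the text that of the galactose regulon in *asc1* (adjusted p = 0.0509 from camera). Lists called with it were 22 for the response of *gpa2* (21) and 28 for that of *asc1* (27).

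Leaving out 1 library at a time gave 26 to 162 genes between *gpr1* and *gpa2* at high glucose and 49 to 319 in their response, 12 to 41 DEGs and 23 to 46 s-DEGs shared in direction, 1 to 5 DEGs of *rgs2*, 1 to 1 of *pde1* (3 reported), 53 to 97 of *pde2*, 84 to 205 of *tpk2tpk3*, 15 to 59 of *tpk1tpk2*, 5 to 45 of *snf3* and 1 to 2 of *yck2*. The s-DEGs ran from 58 to 457 in *tpk2tpk3*, 13 to 41 in *tpk1tpk3*, 1 to 9 in *tpk1tpk2*, 0 to 33 in *snf3*, 0 to 2 in *ras1*, 0 to 2 in *rgt2* and 0 to 7 in *yck2*. The lowest and highest of these came without replicate 1 and 2 of *gpa2* at high glucose (26 and 162) and at low glucose (49 and 319), and for the 13 further strains, where wildtype libraries alone were left out, without one of those.

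The share of s-DEGs more positive than wildtype in *gpa2*, 59.7%, was 46.3% with RLE size factors, 45.3% with DESeq2 (402 and 485), 46.3% and 41.9% with limma at a pseudocount of 1 and 10, and 54.1% with TMM without weights (467 and 396). In *gpr1* it moved from 59.7% to 49.3% with limma at a pseudocount of 10 (245 and 252).

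Camera with an estimated correlation called 0 lists for *gpa2* (17), *gpr1* (20) and between *gpr1* and *gpa2* (16) at high glucose, 0 for the responses of *gpa2* (21), *asc1* (27) and *gpr1* (24), for wildtype (32), for *gpa2* (24) and *gpr1* (20) at low glucose and for the responses of *asc1* (26) and *gpr1* (9) against *gpa2*, and 1 for *asc1* at high (22) and low glucose (20) and between *asc1* and *gpa2* at high glucose (24). Fry, which does not compare a list with other genes, called 31 for *gpr1* at low glucose, and 40 and 0 for the responses of *asc1* and *gpr1* against *gpa2*. In simulated data at these depths, with genes drawn independently, 97 of 100 genes with a baseMean above 100 and a log2 change of 1.5 were recovered for *gpa2* at high glucose. For its response 95 of 100 were, and depth limits genes with few counts, such as those of the mitochondrial genome.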

Differences from the paper's values

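Of the settings in this part TMM without weights, which gave 467 higher and 396 lower s-DEGs of *gpa2*, was chosen after the result was seen. None of the counts of DEGs and s-DEGs that the paper states in its text differed from those found here by more than 1.5 times, nor did the folds of *AGP1*, *MEP1*, *DAL2* and *GDH1* in Fig. 7 beyond the spread of the replicates. The paper's table of s-DEGs of *gpa2* lists 398 higher and 478 lower, and here 517 were higher and 349 lower, of which 396 and 347 are in the paper's table with the same direction. More were lower than higher with RLE size factors (398 and 462), the Wald test of DESeq2 (402 and 485) and limma on the deposited normalized counts with a pseudocount of 1 (402 and 467) or 10 (334 and 463), and more were higher in every other setting run. The following statements of the paper, which rest on KEGG pathways, were not matched by the gene lists used here in their place.

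The paper names arginine biosynthesis among the pathways of the DEGs that *gpa2* and *asc1* share, and none of the 10 genes of the arginine list was such a DEG, while the nitrogen catabolite list, which holds *CAR1*, was over-represented. For the shared s-DEGs it names arginine and purine pathways, and here the arginine list gave 1 gene (one-sided Fisher's exact test, adjusted p = 0.623, and 0.647 with all tested genes as background) and the purine list 0. Both lists hold genes of synthesis, and whether the KEGG pathways hold further genes was not examined. *CAR1* and *GDH1*, outside the arginine list, were shared DEGs, and *DAL2*, outside the purine list, was a shared s-DEG. These counts therefore cannot decide on the pathways named. Among the s-DEGs of opposite direction the paper names carbohydrate metabolism, and here 2 of 19 genes of the storage sugar list appeared (adjusted p = 0.853 from the exact test, and 0.785 with all tested genes as background), while 16 of 21 genes of that list had a more positive response in *asc1* than in *gpa2* in the direct test. The paper describes arginine metabolism as the 1 process that both mutants affect alike, and here the purine and nitrogen catabolite lists were called by camera with a single direction in both mutants and both analyses. None of these calls holds with an estimated correlation, at adjusted p = 0.0937 to 0.555 with an estimated correlation for purines and 0.158 to 0.53 for nitrogen catabolite genes.

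The paper describes more tryptophan metabolism changes in *asc1*, counted over genes and metabolites, and over genes alone the tryptophan list had 3 DEGs in *gpa2* and 2 in *asc1*. It assigns to Gpa2 mainly transcripts of carbohydrate metabolism, which the lists matched in part. The citrate cycle was over-represented among the DEGs of *gpa2* alone, and glycolysis (adjusted p = 0.0525 from the exact test), the pentose phosphate pathway (0.455) and storage sugars were not. Storage sugars were over-represented among the DEGs of *asc1* alone (0.01).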

Other observations

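No test in this part was chosen after the result was seen, while the lists and genes shown, among 48 lists tested per comparison, were chosen after their values were seen. Among strains with deletions in the Ras and protein kinase A branch, *ras2*, *pde2*, *tpk2tpk3* and *tpk1tpk3* differed from wildtype in ribosomal genes, while *ras1*, *pde1* and *tpk1tpk2* had 1, 3 and 82 genes in all at an adjusted p under 0.05 at high glucose by edgeR. In *ras2*, which lacks a GTPase that activates adenylate cyclase, 130 of 135 cytosolic ribosomal protein genes and 67 of 68 genes of ribosome biogenesis were higher than in wildtype at high glucose and none lower at an adjusted p under 0.05 from edgeR (130 higher and 1 lower, and 67 higher, when adjusted over the list alone), at median log2 fold changes of 0.79 and 0.68. Methionine and sulfur assimilation had 21 of 24 genes lower and 1 higher (21 and 1 over the list alone), and trehalose, glycogen and sucrose genes 12 of 21 lower (12 over the list alone). Camera gave these lists adjusted p = 1.16e-36, 6.87e-26, 6.98e-09 and 1.65e-05, and adjusted p = 0.314 with an estimated correlation for each. In *pde2*, which lacks the high-affinity cAMP phosphodiesterase, 115 of 135 ribosomal protein genes responded less to glucose than in wildtype and 0 more (128 over the list alone), at a median log2 difference of -1.45, and this call holds with an estimated correlation (camera adjusted p = 3.31e-107, and adjusted p = 0.0277 with an estimated correlation). At high glucose 12 of 37 nuclear oxidative phosphorylation genes were lower in *pde2* and 0 higher (22 over the list alone, camera adjusted p = 1.58e-12, and adjusted p = 0.607 with an estimated correlation), and 4 of 5 markers of the a-cell mating type were lower (5 over the list alone, camera adjusted p = 1.74e-07, and adjusted p = 0.227 with an estimated correlation).

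The strain without both glucose sensors, *snf3rgt2*, had the most DEGs and s-DEGs of the 13 further strains by edgeR, 694 and 1132. At high glucose 133 of 135 ribosomal protein genes were higher and 1 lower (133 and 1 over the list alone), at a median of 1.15, and 16 of 24 nitrogen catabolite genes were lower and 0 higher (16 over the list alone), at a median of -1.56. In the response to glucose 132 ribosomal protein genes and 67 of 68 genes of ribosome biogenesis were more negative than in wildtype and 0 more positive (133 and 67 over the list alone), at medians of -2.18 and -3.11. Camera gave adjusted p = 3.76e-34 and 4.18e-05 at high glucose and 5.81e-42 and 1.43e-32 for the response, and adjusted p = 0.416, 0.423, 0.158 and 0.158 with an estimated correlation. Ribosomal RNA genes, a sign of RNA quality, were also higher in *snf3rgt2* at high glucose, 8 of 14 with 0 lower (12 over the list alone, camera adjusted p = 0.0308, and adjusted p = 0.647 with an estimated correlation). With 1 of 3 TPK genes left, ribosome biogenesis was higher at high glucose in *tpk2tpk3*, 61 of 68 genes (66 over the list alone), and in *tpk1tpk3*, 66 of 68 (67 over the list alone), with none lower (camera adjusted p = 2.55e-29 and 5.49e-37, and adjusted p = 0.417 and 0.329 with an estimated correlation). In *tpk1tpk2*, which also keeps 1, none of the 68 genes passed by edgeR or DESeq2 (18 higher at an unadjusted p under 0.05 from edgeR), at a median of 0.21, though camera called the list (adjusted p = 3.31e-11, and adjusted p = 0.787 with an estimated correlation). Nitrogen catabolite genes were lower in *tpk2tpk3*, 12 of 24 with 0 higher (18 over the list alone, camera adjusted p = 6.39e-06, and adjusted p = 0.542 with an estimated correlation). This strain also had 0 counts of *URA3*, so its differences cannot be assigned to the TPK genes alone.

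In *snf3*, which lacks the sensor of low glucose, 11 genes were DEGs at high glucose and all 11 were lower than in wildtype. They include *HXT1*, a glucose transporter (log2 fold change -4.37, adjusted p = 8.87e-05 from edgeR), *SKS1* (-3.33), *STD1*, a regulator of the glucose sensing pathway (-2.59, adjusted p = 2.72e-09), and *PFK27*, which makes fructose-2,6-bisphosphate (-1.34). The count was 5 without replicate 1 and 45 without replicate 2 of wildtype, and 6 without the term for the replicate. In *rgs2*, *ras1*, *rgt2*, *yck1* and *yck2* the deleted gene was the 1 DEG by edgeR (5 DEGs in *rgs2* and 2 in *yck2* without replicate 2 of wildtype). In *pde1* *GPP2* (1.02) and *FSH1* (1.06) joined it, each at adjusted p = 0.0452, and neither passed without replicate 1 or replicate 2 of wildtype, where 1 DEG remained. No s-DEG was called by edgeR in *rgs2*, *ras1*, *pde1*, *snf3*, *rgt2*, *yck1* and *yck2*, where 79, 129, 119, 372, 148, 108 and 202 genes had an unadjusted p under 0.05, and DESeq2 called 3 in *snf3*, 2 in *yck2* and 0 in the others. Without replicate 2 of wildtype at low glucose edgeR called 33 in *snf3*, 7 in *yck2*, 2 in *ras1* and 2 in *rgt2*, and without its replicate 2 at high glucose 4 in *snf3*.

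Each deleted gene of the 13 further strains had 0 to 1 counts in its own libraries. *URA3*, an auxotrophic marker gene, had 0 counts in the 4 *tpk2tpk3* libraries and 284 to 2309 counts in the 64 libraries of the other strains. The DEGs and s-DEGs of *tpk2tpk3* were not separated from this difference.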
